# *mTOR* mutation disrupts larval zebrafish tail fin regeneration via regulating proliferation of blastema cells and mitochondrial functions

**DOI:** 10.1186/s13018-024-04802-z

**Published:** 2024-05-29

**Authors:** Gongyi Xiao, Xiangwei Li, Huiping Yang, Ruobin Zhang, Junlan Huang, Yu Tian, Mao Nie, Xianding Sun

**Keywords:** *mTOR*, Zebrafish, Larvae fin, Regeneration, Mitochondrial fission, Ca^2+^

## Abstract

**Background:**

The larval zebrafish tail fin can completely regenerate in 3 days post amputation. *mTOR*, the main regulator of cell growth and metabolism, plays an essential role in regeneration. Lots of studies have documented the role of *mTOR* in regeneration. However, the mechanisms involved are still not fully elucidated.

**Materials and results:**

This study aimed to explore the role and mechanism of *mTOR* in the regeneration of larval zebrafish tail fins. Initially, the spatial and temporal expression of *mTOR* signaling in the larval fin was examined, revealing its activation following tail fin amputation. Subsequently, a *mTOR* knockout (*mTOR*-KO) zebrafish line was created using CRISPR/Cas9 gene editing technology. The investigation demonstrated that *mTOR* depletion diminished the proliferative capacity of epithelial and mesenchymal cells during fin regeneration, with no discernible impact on cell apoptosis. Insight from SMART-seq analysis uncovered alterations in the cell cycle, mitochondrial functions and metabolic pathways when *mTOR* signaling was suppressed during fin regeneration. Furthermore, *mTOR* was confirmed to enhance mitochondrial functions and Ca^2 +^ activation following fin amputation. These findings suggest a potential role for *mTOR* in promoting mitochondrial fission to facilitate tail fin regeneration.

**Conclusion:**

In summary, our results demonstrated that *mTOR* played a key role in larval zebrafish tail fin regeneration, via promoting mitochondrial fission and proliferation of blastema cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13018-024-04802-z.

## Introduction

Regenerative medicine, especially epimorphic regeneration, aims to explore the repair of organ and tissue defects in the body, as well as the regeneration and functional reconstruction of defective organ tissues. The regenerative capacity of many vertebrates, including humans, is much weaker compared with that of invertebrates, caudate amphibians, and Osteichthyes [1]. Therefore, a comprehensive understanding of the molecular mechanisms for regeneration is essential to improve the fight against tissue defects, aging and various diseases.

Zebrafish, an animal model extensively used in various scientific researches, exhibits remarkable regenerative capabilities [2]. Notably, the zebrafish fin serves as an exceptional model for regenerative medicine, due to its rapid and complete regeneration, and the convenience of establishing a fin regeneration model. Zebrafish larvae and adults have conserved fin regeneration mechanisms [3]. Besides, larval fin cells are at an early stage of undifferentiated state. In addition, fin of zebrafish larvae has a simpler structure compared with that of adults, consisting mainly of epithelial cells, mesenchymal cells and hematopoietic cells [4]. Since the establishment of the larval fin regeneration model [3], it has gained increasing attraction among researchers. Previous studies have identified numerous key genes involved in regeneration, along with associated signaling pathways and other influencing factors such as inflammation and macrophages [5, 6]. However, there is still no a definitive conclusion. With the advancement of sequencing and genealogical tracing technologies, the role of mitochondria in regeneration has garnered increasing attention [7]. The regeneration process demands higher energy levels than the normal metabolic state, making mitochondria an apparent cornerstone of regeneration.

Mechanistic target of rapamycin (*mTOR*), a serine / threonine kinase, was first identified in 1964 [8]. It has been identified as a target of rapamycin in yeast and is widely expressed in most eukaryotes [9–11]. As a key regulator of cellular metabolism, *mTOR* participates in the regeneration of a wide range of tissues and organs, such as the heart, liver, retina, nerves, muscles and fins [12]. Hirose et al. [13] demonstrated that *mTOR* regulated the proliferation, survival, and differentiation of blastema cells, wound epidermal cells and osteoblasts downstream of IGF and Wnt signaling pathways during different stages of fin regeneration. A recent study identified the *mTORC1* pathway as a crucial upstream signal mediating tissue regeneration in the axolotl [14]. However, the underlying regulatory mechanisms remain to be elucidated.

To address this issue, we constructed *mTOR* knockout (*mTOR*-KO) fish line using CRISPR/Cas9 gene editing technology and established a larval zebrafish tail fin regeneration model. Our findings indicate that following fin amputation in zebrafish larvae, *mTOR* is activated and involved in fin regeneration. Genetic knockout of *mTOR* reduces mitochondrial fission, blastema cells proliferation and Ca^2+^ signaling activation post-amputation, leading to impaired fin regeneration.

## Methods

### Zebrafish strains and generation of transgenic lines

The AB and transgenic zebrafish lines employed in this study were obtained from the Zebrafish Resource Center of China. All zebrafish were housed in semi-closed recirculation housing systems (ESEN, China) and were kept at a constant temperature (28.5 °C) on a 14 h:10 h light: dark photoperiod. All zebrafish lines were raised and maintained in line with standard protocols [15]. All in vivo experiments and protocols were approved by Institutional Animal Care and Use Committee of the Research Institute of Surgery, Daping Hospital IACUC protocol SYXK- (Army) 2022-0003.

### Zebrafish *mTOR* knockout, gene extraction and identification

The *mTOR*-KO zebrafish line was established using CRISPR/Cas9 gene editing technology. We designed the knockout target at 4th exon of *mTOR*. The process was performed as previous described [16]. The *mTOR* target sequence was 5’-GGAGATGGCCTCTAAAGCCA-3’, and the target region was amplified by PCR using the following primers: forward primer: 5’- GTGAGCCTGATTGGAGTGGAG-3’; reverse primer: 5’-GATCTACGCACCGCTGCATG-3’.

Gene extraction and identification: tail fin tissues were cut into a 200 µl PCR tube, 10–50 µl 50 mM NaOH was added into the tube and then subjected to PCR system at 95°C for 20–30 min, 4°C hold heating lysis of embryos, followed by addition of 1/10 volume of 1 M Tris-HCl (pH 8.0). The contents were vortexed and shaken. 2 µl of the sample was subjected to PCR amplification (25 µl system: ddH2O 19.25 µl, 10Xbuff 2.5 µl, dNTP 1µl; 5’ primer 0.5 µl, 3’ primer 0.5 µl, rTaq enzyme 0.125 µl). 20 µl PCR product was collected and mixed with 5 µl of the loading buffer (6×) and then transferred to a 2% agarose gel containing GoldenView at 160 V for 20 min and imaged using a gel imager (#GelDoc2000, Bio-Rad, USA).

### Whole-mount in situ hybridization (ISH) analysis

Sequences of respective genes that cover 0.4-1.0 kb of coding sequences were PCR-cloned. Later, PCR products were cloned into the pGEMT-easy vector (Promega). Digoxigenin-labeled probes were generated by in vitro transcription (DIG RNA Labeling Kit, Roche, America) and ISH was carried out according to the zebrafish book. Briefly, embryos were fixed overnight at 4 °C in 4% paraformaldehyde (PFA), dehydrated through a methanol series and stored overnight at − 20 °C. Subsequently, the embryos were rehydrated in PBST (PBS + 0.1% Tween 20) and pre-hybridized for 2–5 h at 68.5 °C in hybridization solution containing 50% formamide. Hybridization was performed with 0.5-1 ng/µl antisense probes diluted in hybridization solution overnight at 68.5 °C. This was followed by washing with 2× SSCT buffer and blocking in 1% blocking reagent (#11,096,176,001, Roche, America) at room temperature for 1 h. The embryos were then incubated with anti-Dig-AP antibody (dilution 1: 5000, #11,093,274,910, Roche, America) at 4 °C overnight. Embryos were rinsed extensively for 3 h, and then stained with NBT/BCIP solution (dilution 1: 50, #11,681,451,001, Roche, America). The WISH images were captured using a SteREO Discovery 20 microscope (Carl Zeiss, Germany). The primers used for ISH were designed using SnapGene and checked by Oligo 7. Relevant primer sequences are listed in the Supplementary Table 1.

### Antibody staining

Whole mount antibody staining was performed following the zebrafish book with minor modifications. Briefly, embryos were fixed in 4% formaldehyde, washed with 0.3% Triton X-100 in PBS, and blocked in the blocking solution (4% BSA combined with 0.3% Triton X-100 in PBS) at 4 °C for 2 h. The primary antibodies of rabbit anti-pS6 (S235/236) (dilution 1:300, #4858, Cell Signaling Technology, America), rabbit anti-S6 (dilution 1:300, #2217, Cell Signaling Technology, America) were diluted in the blocking solution and incubated at 4 °C overnight. The embryos were then washed with 0.3% Triton X-100 in PBS and incubated with secondary antibodies donkey-anti-Rabbit Alexa Fluor 568 (dilution 1:500, #A10042, Invitrogen, America) at 37 °C for 30 min. They were washed 4–8 times, and then imaged using LSM880NLO confocal microscope (Carl Zeiss, Germany).

### Edu cell proliferation assay and TUNEL staining

S-phase labeling was performed using the Edu cell proliferation assay according to manufacturer’s instructions. At 24 h and 48 h post amputation (hpa), embryos were injected with 0.2 mM Edu (#E131265, Aladdin, Shanghai, China) and incubated at 28.5 °C for 30 min. After overnight fixation in 4% PFA at 4 °C, the embryos underwent the Edu assay. Apoptosis in the regenerating fin at 24 hpa was labeled using in situ Cell Death Detection kit TMR Red (#12,156,792,910, Roche, America), following the manufacturer’s protocol.

### Drug treatment

Torin1 (#1222998-36-8, MCE, Shanghai, China) and Rapamycin (#HY-10,219/CS-0063, Shanghai, China) were dissolved in DMSO. A reserve solution of 1 mM for Torin1 and 2 mM for Rapamycin was prepared and stored at -20 °C. After fertilization, Torin1 was diluted to 500 nM and Rapamycin to 1 μm, and the developing embryos were treated from 2 days post fertilization (dpf). Those in the control group were treated with the same dose of DMSO, and then reformulated and replaced every day until the end of the experiment to ensure sustained treatment effects.

### Mito-Tracker and JC-1 staining

Mito-Tracker (#C1049B, Beyotime, Shanghai, China) staining: 3 dpf larvae were cultured in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO4) containing 5 µM Mito-Tracker Red (Molecular Probes) for 2 h. They were subsequently washed three times before imaging. To examine the mitochondrial morphology, the larvae were stained with the Mito-Tracker Red and then subjected to tail fin amputation and then fixed with low melting point agarose for confocal imaging.

For the JC-1 (#C2006, Beyotime, Shanghai, China) staining: 3 dpf larvae were cultured in JC-1 working solution (followed by the instructions) for 2 h. They were then washed three times and imaged. The subsequent steps were similar to those used for Mito-Tracker.

### SMART-seq

Sequencing samples were obtained from fin tissues at 24 hpa. Fifty regenerated fins were collected from the control and experimental groups that treated with 1 µM Rapamycin. Three biological replicates were prepared for each group and the samples were lysed using Trizol. Total RNA was extracted and used to synthesize cDNA with SMARTScribe™ Reverse Transcriptase. Next, cDNA was fragmented by dsDNA fragmentase by incubating at 37 °C for 30 min. The ligated products were amplified using PCR to construct libraries, and paired-end sequencing was performed on the illumina Novaseq™ 6000 platform by LC Bio Technology CO.Ltd (Hangzhou, China). The differentially expressed genes (DEGs) between control group and experimental group were determined using the threshold of |log_2_FC|>=1 and *P* < 0.05. To explore the potential mechanism by which *mTOR* regulates fin regeneration, GO, KEGG and GSEA enrichment analysis were performed.

### RNA isolation and quantitative PCR (qPCR) analysis

100 regenerated fin tissues from *mTOR*-WT and *mTOR*-KO zebrafish larvae at 48 hpa were collected, and crushed using an ultra-low-temperature grinder (#KZ-5 F-3D, Servicebio, Wuhan, China), and RNA was extracted using the Trizol method to obtain approximately 5 µg of RNA. Total RNA was reverse transcribed into cDNA and then subjected to qPCR following the instructions on the kit (#RR820A, Takara, Japan). Relevant primer sequences used for qPCR are listed in the Supplementary Table 2.

### GCamp6s lives imaging

Zebrafish larvae at 3 dpf underwent fin amputation and were subsequently immobilized in a confocal dish using low-melting-point agarose. The live stained larvae were then imaged every second using an a LSM880NLO confocal microscope (Carl Zeiss, Germany).

### ROS production assay

Zebrafish larvae at 3 dpf were incubated in egg water containing 20 µM Dichloro-dihydro-fluorescein diacetate (DCFH-DA, #S0033S, Beyotime, Shanghai, China) for 30 min at 28.5 °C in the dark. Then, they were washed in egg water, later anesthetized using 0.2% Tricaine (#A5040, Sigma-Aldrich, America) and immediately examined under a fluorescence microscope (Carl Zeiss, Germany). The fluorescence intensity of the fin area was analyzed using Image J.

### Transmission electron microscope

The morphology and size of mitochondria were examined using a electron microscope (TEM). Larval zebrafish tail fin at 6 hpa were collected and then were immediately fixed in 2.5% glutaraldehyde (#G1102, Servicebio, Wuhan, China) at 4 °C for 24 h. Then they were dehydrated, embedded, sectioned, stained and visualized using a Hitachi HT7800 transmission electron microscope (Hitachi, Tokyo, Japan).

### Statistical analysis

All numeric data were presented as the mean ± SD. Error bars indicate SD. Differences between two groups were compared using Unpaired Student’s t test, and ANOVA was employed in the comparison of multiple groups. When significant levels (*P* < 0.05) were achieved, Tukey’s Post Hoc test was performed. All statistical analyses were performed using GraphPad PRISM 9.0 software. *P* < 0.05 was considered statistically significant.

## Results

### *mTOR* signaling was activated in zebrafish larvae after tail fin amputation

The investigation into the role of *mTOR* in larval fin regeneration involved the amputation of the tail fin at 3 dpf to establish a fin regeneration model (Fig. 1A). Antibody staining was employed to detect *mTOR* signaling before and after amputation. The expression level of p-S6 exhibited a gradual increase from 0 hpa to 48 hpa, followed by a decrease from 48 hpa to 72 hpa (Fig. 1B**).** Conversely, the expression of S4 remained stable in the fins (Fig. 1C). The experiments conducted in our study demonstrated the activation of *mTOR* signaling following fin amputation, aligning with previous research findings on adult zebrafish fin regeneration [13]. Next, to investigate whether *mTOR* was required for larval fin regeneration, we employed different *mTOR* inhibitors, rapamycin and Torin1, to analyze the regeneration process of larval zebrafish fin. We recorded histomorphological photographs of the regenerated fin at 24 h, 48 h and 72 h respectively after amputation, and found that the tail fin in the control group could reach nearly complete regeneration at 72 hpa, whereas the fin in the group treated with *mTOR* inhibitors could not reach a fully regeneration (Fig. 1D). Further tests showed that the area of the regenerated fin in the inhibitor treated group was significantly smaller relative to that in the control group (Fig. 1E). In addition, the fin regeneration rate of the inhibitor group was significantly lower compared with that of the control group (Fig. 1F). In conclusion, these experiments suggested that *mTOR* signaling was activated after fin amputation, while inhibition of *mTOR* suppressed the fin regeneration area and rate.

**Fig. 1:**
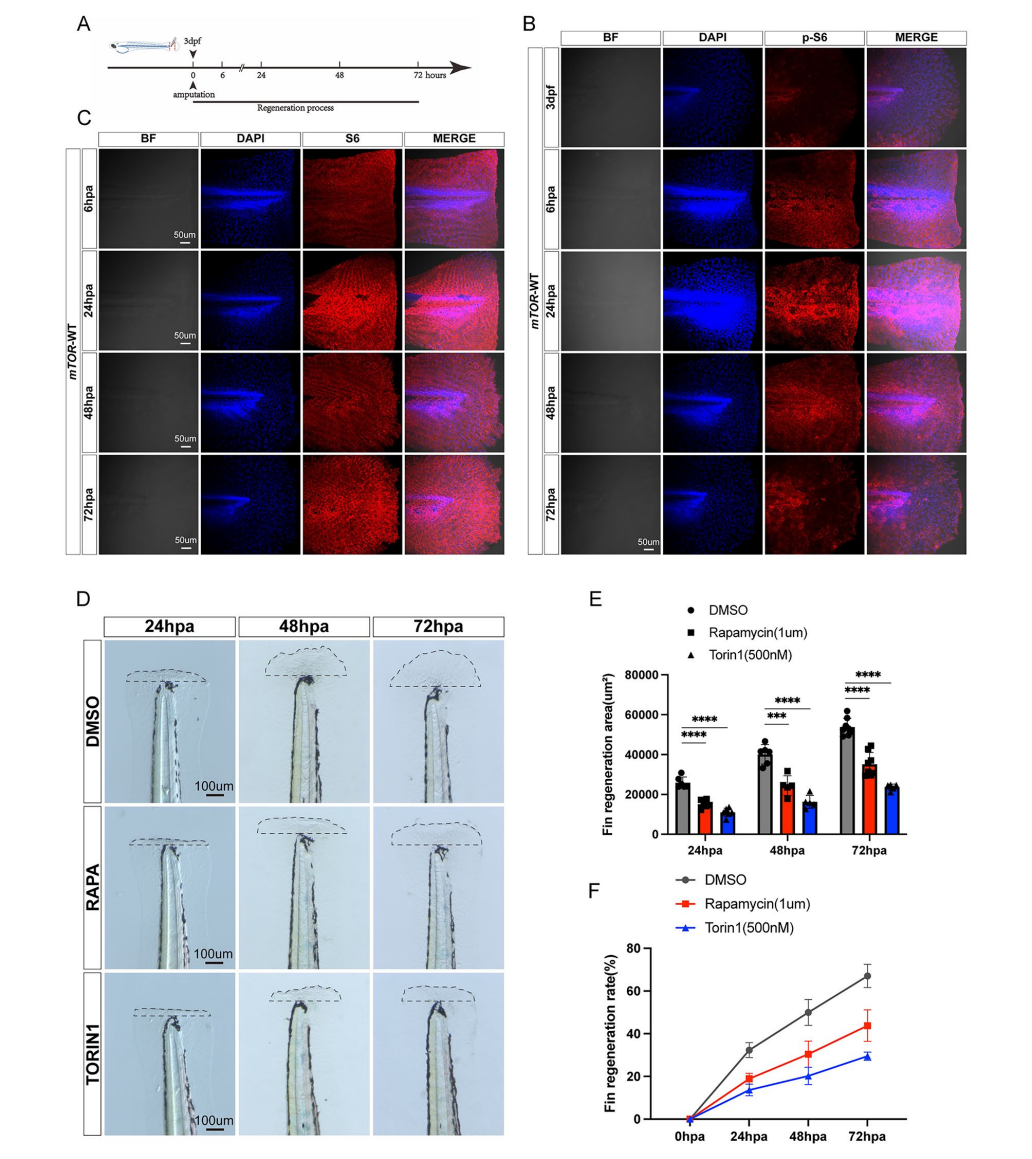
mTOR signaling was activated in larval zebrafish tail fin after amputation. (**A**) Fin amputation model: the tail fin was amputated at 3 dpf. (**B**) The expression level of p-S6 in *mTOR*-WT larval zebrafish fin at different stages after amputation. (**C**) The expression level of S6 in *mTOR*-WT larval zebrafish fin at different stages after amputation. (**D**) Effect of *mTOR* inhibitors (Rapamycin and Torin1) on larval zebrafish fin regeneration after amputation. (**E-F**) Statistical analysis of fin regeneration area and rate in *mTOR*-WT zebrafish larvae after administration of Rapamycin and Torin 1. ***P < 0.001, ****P < 0.0001

### *mTOR* knock out attenuated zebrafish larval fin regeneration

To further clarify the impact of *mTOR* in larval zebrafish fin regeneration, we constructed *mTOR*-KO fish line using CRISPR/Cas9 gene edit technology. Exon 4 of the *mTOR* gene was chosen to design gRNA site, and the PAM region was TGG. The target site was GGAGATGGCCTCTAAAGCCA (Fig. 2A). Sequencing analysis uncovered distinct patterns for the *mTOR*^+/−^ and mTOR-/- genotypes. The *mTOR*^+/−^ genotype exhibited evident overlapping peaks, while the *mTOR*^−/−^ genotype displayed single peaks with varied sequences compared to *mTOR*-WT. Comparison results revealed the insertion of 17 bases into the *mTOR*^−/−^ genotype, as indicated by the blue-labeled sequence (Fig. 2B). Agarose gel electrophoresis of PCR products showed that *mTOR*^+/−^ genotype was two bands, *mTOR*-WT was a single band with smaller molecular weight, and *mTOR*^−/−^ genotype was a single band with larger molecular weight (Fig. 2C). *mTOR*^+/−^ self-fertilization was performed to establish the *mTOR*^−/−^ fish line (Fig. 2D).

**Fig. 2:**
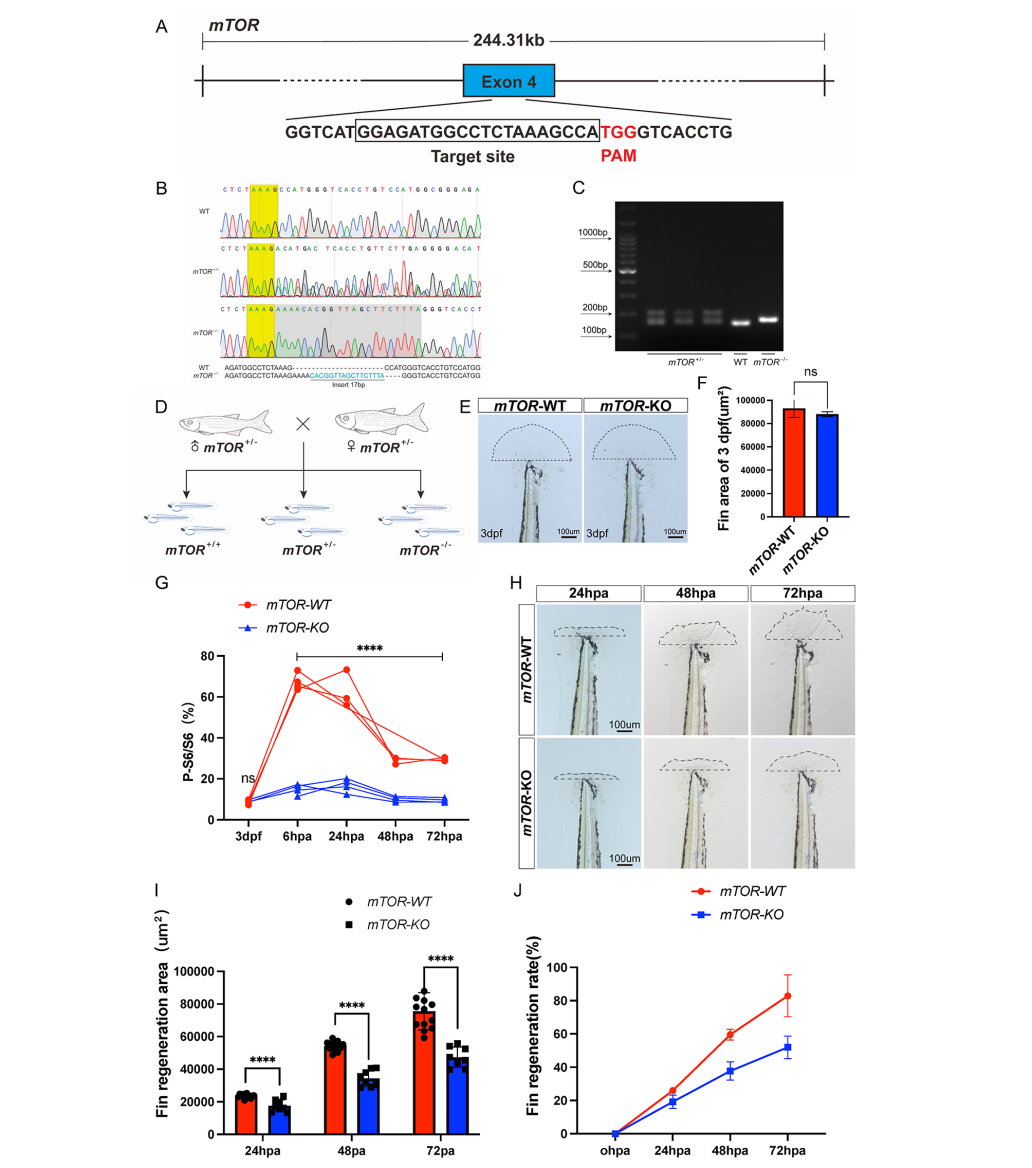
Construction of *mTOR* knock out zebrafish using CRISPR/Cas9 technology. (**A**) The gRNA targeted sequences in the exon 4 of *mTOR* gene. (**B**) Sanger sequencing results after injection of Cas9 mRNA. (**C**) DNA gel electrophoresis was used to detect PCR products. (**D**) Schematic diagram showing the screening of *mTOR*^−/−^ fish line through Self-fertilization. (**E-F**) The fin area of un-amputated *mTOR*-WT and *mTOR*-KO zebrafish at 3 dpf. (**G**) Statistical analysis of p-S6/S6 between *mTOR*-WT and *mTOR*-KO larval zebrafish fin after amputation. (**H**) Effect of *mTOR* knock out on larval zebrafish fin regeneration after amputation. (**I-J**) Statistical analysis of fin regeneration area and rate after fin amputation between *mTOR*-WT and *mTOR*-KO zebrafish larvae. ^ns^*P* > 0.05, ****P < 0.0001

*mTOR* is a key regulator in protein synthesis, cell growth and proliferation. In the present investigation, it was noted that *mTOR* knock out resulted in the abnormal formation of the swimming bladder in zebrafish, while having no discernible impact on the development of the larval fin (Supplementary Fig. 1A). Results showed that there was no significant difference in fin area between *mTOR*-WT and *mTOR-KO* zebrafish larvae at 3 dpf and 6 dpf (Fig. 2E-F, Supplementary Fig. 1B-C). Next, the larvae fin was amputated, and the perpendicular line to the end of the notochord was selected as the amputation site for modeling (Supplementary Fig. 1D). The results showed no difference in the expression of S6 and p-S6 between *mTOR*-WT and *mTOR*-KO zebrafish at 3 dpf (Supplementary Fig. 1E-F). Following this, we conducted quantitative analysis of S6 and p-S6 expression at various time intervals post tail fin amputation (Supplementary Fig. 1G-H). Our findings revealed that the *mTOR* signaling pathway did not exhibit activation following amputation in *mTOR*-KO zebrafish larval fin. Quantitative analysis indicated that p-S6/S6 expression level in the *mTOR* knock out zebrafish was nearly at the baseline level (Fig. 2G). These results indicated that the *mTOR*-KO fish line was successfully constructed.

Similar to the results obtained following administration of *mTOR* inhibitors, *mTOR* knock out suppressed the larval zebrafish fin regeneration (Fig. 2H). The fin regeneration area and rate in *mTOR*-KO zebrafish were lower compared with those in the *mTOR*-WT group (Fig. 2I-J**).**

### *mTOR* promoted epithelial and mesenchymal cells proliferation during larval zebrafish fin regeneration

Following fin amputation, the stump promptly seals and initiates the formation of wound epithelium and blastema tissues within a span of 12 h. Subsequently, the larval fin undergoes regeneration through the proliferation of blastema-like cells [3]. In our experiments, inhibiting *mTOR* attenuated regeneration, but blastema tissues were still formed. We speculated that *mTOR* could still regulate blastema cell cycle during the regenerative growth phase after blastema formation.

Initially, we measured the proliferation and apoptosis of blastema cells using EDU and TUNEL staining assays, respectively (Fig. 3A-C; Supplementary Fig. 2A, C). We found that there was no significant difference in the proliferation of blastema cells between the *mTOR*-WT and *mTOR*-KO zebrafish fin in the unamputated state (Fig. 3D, Supplementary Fig. 2B). After fin amputation, the proliferation of blastema cells in the *mTOR*-KO group was significantly lower relative to that of the *mTOR*-WT group (Fig. 3E, Supplementary Fig. 2D), whereas apoptosis was not significantly different between the two groups (Fig. 3F).

In order to discern the particular cell type within the blastema whose proliferation was influenced, we developed specific labeling probes targeting distinct cell populations. Subsequently, we utilized zebrafish whole-mount in situ hybridization to assess the expression levels of various cell types throughout the blastema formation phase. (Fig. 3G). The results showed that the expression levels of *msx3*, *junbb*, *mvp*, and *ilf2* which labeled mesenchymal cells as well as *junba* and *fn1b* which labeled epithelial cells was significantly downregulated in the *mTOR*-KO group. In addition, the mRNA expression of cell cycle- related genes (*ccna2*, *ccnb1*, *ccnd1* and *cdk1*) was significantly lower in the *mTOR*-KO group relative to that in the *mTOR*-WT group (Fig. 3H-K). Altogether, these findings demonstrated that *mTOR* promoted the proliferation of epithelial and mesenchymal cells in the blastema tissues during fin regeneration without affecting the cell apoptosis.

**Fig. 3:**
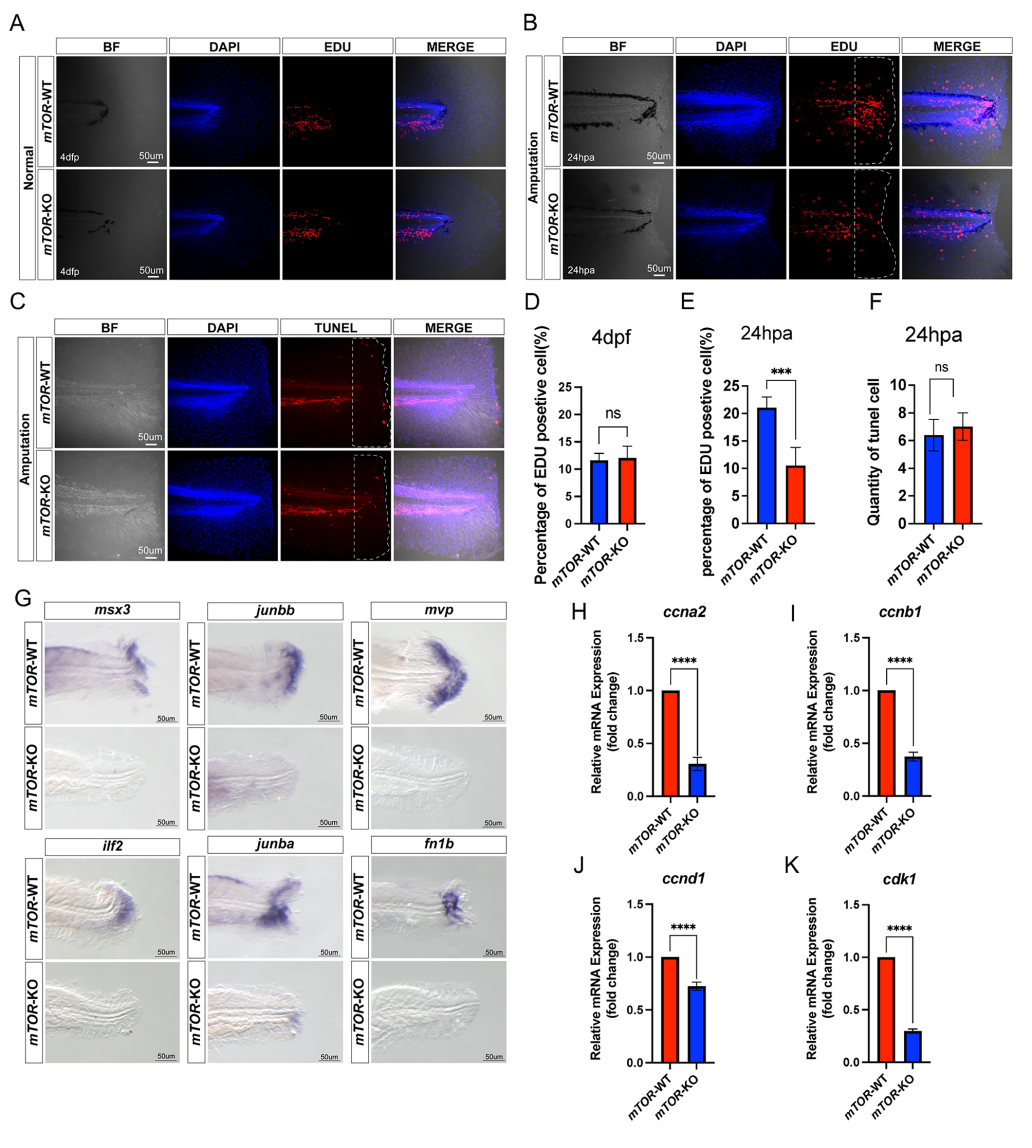
mTOR promoted epithelial and mesenchymal cells proliferation during larval zebrafish fin regeneration. (**A, D**) EDU staining of *mTOR*-WT and *mTOR*-KO larval zebrafish fin at 4 dpf. (**B, E**) EDU staining of *mTOR*-WT and *mTOR*-KO larval zebrafish fin at 24 hpa. (**C, F**) TUNEL staining of *mTOR*-WT and *mTOR*-KO larval zebrafish fin at 24hpa. (**G**) Location of *msx3*, *junbb*, *mvp*, *ilf2*, *junba*, *fn1b* in *mTOR*-WT and *mTOR*-KO larval zebrafish fin by in situ hybridization at 48 hpa. (**H-K**) The mRNA expression levels of cell cycle-related molecules (*ccna2*, *ccnb1*, *ccnd1* and *cdk1*) between *mTOR*-WT and *mTOR*-KO larval zebrafish fin at 48 hpa. ^ns^*P* > 0.05, ***P < 0.001, ****P < 0.0001

### SMART-seq analysis revealed changes in immune response, cell cycle and mitochondrial functions

In order to investigate the potential mechanisms through which *mTOR* regulates the regeneration of larval zebrafish tail fins, we obtained regenerated fins from larval zebrafish at 24 hpa that were either treated with or without rapamycin. These were then subjected to SMART-seq analysis, with each group consisting of 3 replicates. 

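Each library came from a pool of 50 regenerated fins, taken at 24 hpa from larvae amputated at 3 dpf. Rapamycin, a drug that blocks mTOR complex 1, was given at 1 µM from 2 dpf, and the control larvae received the solvent DMSO. Total RNA was extracted with Trizol and reverse transcribed with SMARTScribe reverse transcriptase. The cDNA was fragmented with dsDNA fragmentase, amplified by PCR and sequenced in paired ends on an Illumina NovaSeq instrument. The values used here are whole-number counts for 32057 Ensembl zebrafish genes in 6 libraries, with no normalization. The totals lay between 49055607 and 54162044 counts per library. The paper's text does not name the aligner or the counting tool. The processing notes name the mouse build mm10, while every gene ID in the table is a zebrafish ID. Of these genes, 19778 passed the low-count filter of edgeR and were compared between the groups with its quasi-likelihood test after TMM normalization, with factors from 0.901 to 1.14.

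The 3 rapamycin libraries lay close together and the control libraries lay apart. On the first principal component of log2 CPM (counts scaled to the size of the library), the rapamycin libraries stood at 59.1 or higher. Control replicates 2 and 3 stood at -77.4 and -92.4, and control replicate 1 at -8.84. Across genes, which are not independent replicates, Pearson correlations of log2 CPM were at least 0.962 between the rapamycin libraries and at least 0.931 between the control libraries. Control replicate 1 correlated with the rapamycin libraries at 0.937 to 0.943. The libraries also differed by gene span, the length of a gene on the chromosome. Over 12173 genes, Spearman's rho between span and the deviation from the gene's mean was 0.228 in control replicate 1, -0.392 and -0.323 in control replicates 2 and 3, and 0.188 to 0.346 in the rapamycin libraries.

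**Figure D1:**
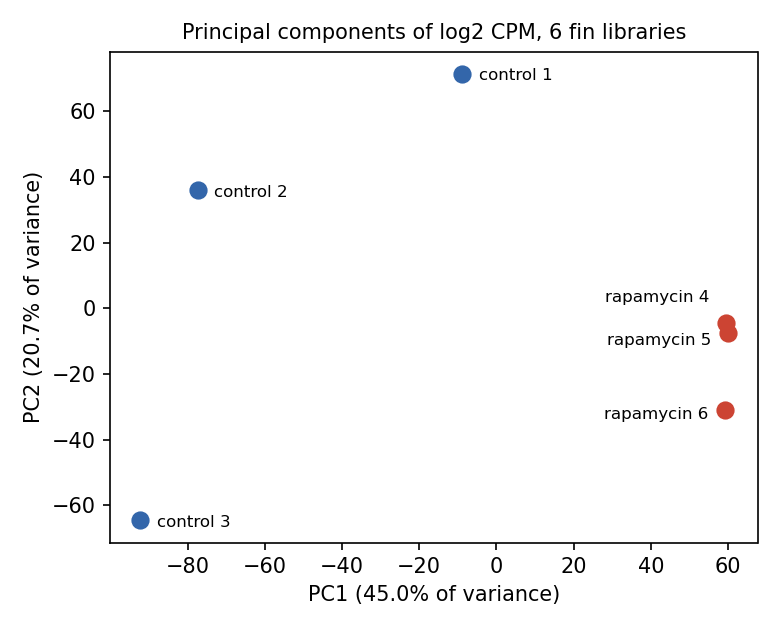
The first and second principal components of log2 CPM for the 3 control (blue) and 3 rapamycin (red) libraries, with the share of variance on each axis. The first component holds 45.0% of the variance and the second 20.7%, and control replicate 1 stands between the other control libraries and the rapamycin libraries on the first.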

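In the rapamycin fins, 390 genes rose and 647 fell at an adjusted p under 0.05 from edgeR. With an absolute log2 fold change of at least 1 in addition, 295 genes rose and 516 fell. Of the genes with a symbol, a mean log2 CPM of at least 3 and no overlap between the groups, the highest log2 fold change was that of *plekhs1.1* (ENSDARG00000079227, chromosome 12 of GRCz12tu from 32313886 to 32320113). It had 4.80 ± 2.28 CPM (SD, n = 3) in the control and 71.1 ± 40.9 CPM (SD, n = 3) in the rapamycin libraries, a log2 fold change of 3.89 (standard error 0.52, adjusted p = 0.00680 from edgeR). The lowest was that of *ssr1* (ENSDARG00000101627, chromosome 24 from 46020932 to 46031385), a subunit of the translocon-associated protein complex of the endoplasmic reticulum. It fell from 93.0 ± 24.1 CPM (SD, n = 3) to 3.58 ± 0.433 CPM (SD, n = 3), a log2 fold change of -4.70 (standard error 0.26, adjusted p = 1.93e-04 from edgeR).

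The 10 highest log2 fold changes included those of the tissue plasminogen activator *plat* (2.09), the integrin *itga2.3* (2.71), the complement gene *c4b* (1.86) and *wdr1* (1.82), which helps to take actin filaments apart. *urgcp* (2.45), *ms4a17a.4* (1.81), NEURL1 (1.82) and the tight junction gene MARVELD2 (ENSDARG00000061651, 1.75) were also among them. The 10 lowest included the MHC class I gene *mhc1zda* (-3.55), the complement factor D gene *cfd* (-3.05), the tetraspanin CD82 (-2.91) and *hadhaa* (-2.69), a subunit of the mitochondrial enzyme complex of fatty acid oxidation. *crym* (-3.16), *rtn4rl2b* (-2.86), *lgals3bp.1* (-2.72) and *nsfb* (-2.39), which acts in vesicle fusion, were also lower. The adjusted p of these 16 genes from edgeR was at most 0.0278. CD82 and MARVELD2 are names that the table gives to more than 1 gene ID, and reads shared between such paralogs are not told apart here. In 6072 tested genes (30.7%) every rapamycin library lay above or below every control library. Chance gives 10% on average over the ways to split the 6 libraries 3 against 3. Genes that move together can raise the share in a single split, so the excess is no test of rapamycin.

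The counts rest on single libraries. Without control replicate 1, edgeR called 3128 genes higher and 3151 lower, while without control replicate 2 or any 1 of the rapamycin replicates it called 47 to 59 genes higher and 65 to 79 lower. DESeq2 called 973 genes higher and 1534 lower with all libraries.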

The results showed that there were totally 1352 differentially expressed genes (DEGs) between *mTOR*-WT and rapamycin treated zebrafish (Fig. 4A), among which 487 genes were upregulated and 865 genes were downregulated (Fig. 4B). 

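Genes of mitosis and the G2/M phase were lower in the rapamycin fins. Of 49 tested genes on a list written before the data were examined, 21 fell and 28 did not pass the edgeR test (30 fell when adjusted over the list alone). The median log2 fold change was -0.89, with an adjusted p of 5.62e-16 from limma's camera test with a preset correlation, and adjusted p = 0.474 with an estimated correlation. That form of camera estimates from 3 libraries per group how the members move together, and it called none of the 59 lists. Its smallest adjusted p over all lists was 0.474. Many lists share this value, so it is not particular to the G2/M genes. Without control replicate 1 edgeR called 31 of these genes lower, and without any other single library 0 to 9. With all libraries *cdca8*, a part of the chromosomal passenger complex, had a log2 fold change of -1.64 (standard error 0.25, adjusted p = 0.0105 from edgeR). Of 60 genes of the G1/S transition and DNA replication, 12 fell and 1, the cyclin gene *ccne1*, rose (27 fell and 1 rose when adjusted over the list alone). Their median was -0.56 (camera adjusted p = 1.18e-09, and adjusted p = 0.474 with an estimated correlation). The flap endonuclease gene *fen1* (-1.21, adjusted p = 0.0139) and the dihydrofolate reductase gene *dhfr* (-1.28, adjusted p = 0.0171) were among those that fell in edgeR. Of this list edgeR called 32 genes lower without control replicate 1, and 0 to 6 without any other single library.

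Inflammation genes went both ways. Of 66 cytokine and NF-kB genes, 8 rose and 3 fell, and 55 did not pass (19 rose and 5 fell when adjusted over the list alone). The median was 0.33 (camera adjusted p = 5.34e-04, and adjusted p = 0.474 with an estimated correlation), and without control replicate 1 the camera adjusted p was 0.0733. *irg1l* had a log2 fold change of 1.75 (standard error 0.28, adjusted p = 0.0123 from edgeR). The chemokine gene *ccl34b.1* fell by 4.31 on the log2 scale (standard error 0.47, adjusted p = 0.00350 from edgeR). Of the cytokine and NF-kB list, edgeR called 16 genes higher without control replicate 1, and 0 to 10 without any other single library. Of 29 macrophage markers, 7 fell and 22 did not pass (12 fell when adjusted over the list alone), with a median of -0.88 (camera adjusted p = 3.96e-06, and adjusted p = 0.474 with an estimated correlation). The MHC class II gene *mhc2dab* (-3.10, adjusted p = 0.00781 from edgeR) and the complement gene *c1qb* (-2.57, adjusted p = 0.0254 from edgeR) were among them. Of 45 interferon response genes only *tbk1* passed, with a log2 fold change of 0.89 (adjusted p = 0.0450 from edgeR; camera adjusted p = 0.731 for the list).

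Among the genes with an absolute log2 fold change of at least 1, 9 of the 59 lists were over-represented by a one-sided Fisher's exact test against 18787 tested genes with a symbol. These genes held 16 of the 49 G2/M genes (adjusted p = 2.86e-09), 11 of the 60 G1/S genes (adjusted p = 3.97e-04) and 11 of the 66 inflammation genes (adjusted p = 7.96e-04), all by the same exact test. They held 6 of the 29 macrophage markers (adjusted p = 0.00812) and 5 of 19 complement and acute phase genes (adjusted p = 0.00794) by this exact test, of which *c3a.1* and *c4b* rose and 3 fell. They held 1 of 48 genes of the intermembrane space (adjusted p = 1) and 2 of 20 ATP synthase genes (adjusted p = 0.592) by this exact test. When single libraries were left out, between 0 and 10 lists were called over-represented, and the adjusted p by this exact test reached 1 for the G2/M, G1/S and inflammation genes.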

The gene ontology (GO) analysis revealed a notable enrichment of DEGs in several key functional categories, including immune response, cell cycle regulation, as well as mitochondrial intermembrane space and mitochondrial proton-transporting ATP synthase complex(Fig. 4C). KEGG pathways analysis showed that metabolic pathways, cell cycle were altered in DEGs (Fig. 4D). 

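Metabolic genes were lower in several groups. Of 21 enzymes of fatty acid oxidation, 7 fell and 14 did not pass the edgeR test (16 fell when adjusted over the list alone), with a median log2 fold change of -0.69 (camera adjusted p = 1.93e-09, and adjusted p = 0.474 with an estimated correlation). *eci1* had a log2 fold change of -1.18 (standard error 0.21, adjusted p = 0.0164 from edgeR). Without control replicate 1 edgeR called 16 of these enzymes lower, and without any other single library 1 to 3. Of 43 genes of glutathione and peroxide metabolism, 13 fell and *gstt2* rose (20 fell and 2 rose when adjusted over the list alone). The median was -0.59 (camera adjusted p = 1.93e-09, and adjusted p = 0.474 with an estimated correlation). The glutathione S-transferase genes *gstt1b* (-2.77, standard error 0.38, adjusted p = 0.00709 from edgeR) and *mgst2* (-1.46, standard error 0.21, adjusted p = 0.00761 from edgeR) were among those that fell.

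Of 24 genes of cholesterol synthesis, 5 fell, among them *hsd17b7* (-1.68) and *dhcr7* (-1.33), and 19 did not pass (8 fell when adjusted over the list alone). Their camera adjusted p was 2.58e-05, and adjusted p = 0.474 with an estimated correlation. Of 41 genes of serine, one-carbon and ATF4-dependent amino acid metabolism, 7 fell (12 fell and 2 rose when adjusted over the list alone), with a camera adjusted p of 0.00389 and adjusted p = 0.474 with an estimated correlation. *phgdh* and *psat1*, which begin serine synthesis, had log2 fold changes of -1.69 (standard error 0.22, adjusted p = 0.00653 from edgeR) and -1.61 (standard error 0.25, adjusted p = 0.0104 from edgeR). Of 32 glycolytic enzymes, 4 fell and 1 rose (9 fell and 2 rose when adjusted over the list alone), with a camera adjusted p of 0.00127 and adjusted p = 0.474 with an estimated correlation. The 20 enzymes of the tricarboxylic acid cycle held no gene that passed in edgeR (camera adjusted p = 0.731). At an unadjusted p under 0.05 edgeR gave 1 of them, *cs*, as higher (log2 fold change 0.81). DESeq2 and limma-voom each called 1 of the 20 enzymes higher. The lists for fatty acid synthesis (18 genes, of which *me1* fell; camera adjusted p = 0.571) and nucleotide synthesis (26 genes, of which 5 fell; camera adjusted p = 0.0909) did not pass.

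Genes that carry proteins into the endoplasmic reticulum fell with them. Of 25 genes of protein export and translocation, 11 fell and 14 did not pass (17 fell when adjusted over the list alone), with a median of -0.75 (camera adjusted p = 3.40e-14, and adjusted p = 0.474 with an estimated correlation). *sec61b*, of the translocon channel, went from 472 ± 143 CPM (SD, n = 3) to 162 ± 9.14 CPM (SD, n = 3), a log2 fold change of -1.54 (standard error 0.24, adjusted p = 0.0112 from edgeR). Of 38 chaperone and unfolded protein response genes, 5 fell, among them *calr* (-1.09) and *hsp90b1* (-1.21), and 33 did not pass (14 fell and 1 rose when adjusted over the list alone). Their camera adjusted p was 3.58e-04, and adjusted p = 0.474 with an estimated correlation. By the one-sided Fisher's exact test, protein export (10 of 25 genes, adjusted p = 6.70e-07) and glutathione metabolism (12 of 43 genes, adjusted p = 1.85e-06) were over-represented, and both lost this call without control replicate 2 and without rapamycin replicate 4 or 6 (exact test, adjusted p up to 0.946 and 0.736 over the runs without 1 library).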

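Among 24 gene symbols of metabolism, the cell cycle and inflammation that Fig. 4E shows and that stand for a single gene ID in the table, 14 fell, 5 rose, 4 did not pass the edgeR test and 1 had too few counts for it. In metabolism, the glutathione peroxidase gene *gpx2* (ENSDARG00000089149, chromosome 17 of GRCz12tu from 55415630 to 55419224) fell from 10.3 ± 1.76 CPM (SD, n = 3) to 2.44 ± 0.252 CPM (SD, n = 3), a log2 fold change of -2.07 (standard error 0.27, adjusted p = 0.00602 from edgeR). The cytochrome c oxidase subunit gene *cox4i2* had a log2 fold change of -1.63 (standard error 0.29, adjusted p = 0.0161 from edgeR), and *mif* one of -1.09 (standard error 0.19, adjusted p = 0.0160 from edgeR). *cox6b1*, of the same oxidase, had a log2 fold change of -1.18 (standard error 0.33) and did not pass (adjusted p = 0.0720 from edgeR), though DESeq2 called it (adjusted p = 0.0139). *mgme1*, a nuclease of mitochondrial DNA, had -1.08 (standard error 0.33, adjusted p = 0.0871 from edgeR, and 0.0364 from DESeq2).

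In the cell cycle, *cdk1* (ENSDARG00000087554, chromosome 17 from 22201356 to 22207172), the kinase that drives entry into mitosis, fell from 84.9 ± 15.7 CPM (SD, n = 3) to 32.7 ± 4.36 CPM (SD, n = 3). This is a log2 fold change of -1.38 (standard error 0.20, adjusted p = 0.00839 from edgeR). *cdc20* (-1.55) and *mad2l1* (-1.58) of the spindle checkpoint fell, as did the cyclin genes *ccnb1* (-1.51), *ccnb3* (-1.37), *ccna2* (-1.03) and *ccne2* (-1.09), *cdc45* (-1.04) and *chek1* (-1.16), each with an adjusted p of at most 0.0481 from edgeR. *ccnb2* had a log2 fold change of -1.02 (standard error 0.31, adjusted p = 0.0891 from edgeR, and 0.0272 from DESeq2).

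In inflammation, *bcl10* (1.36), *polr3b* (1.41), *ripk3* (1.46), *il1b* (1.62) and *tnfaip3* (1.07) rose, each with an adjusted p of at most 0.0409 from edgeR. The cytokine gene *il1b* had 7.22 ± 3.44 CPM (SD, n = 3) in the control and 22.2 ± 5.35 CPM (SD, n = 3) in the rapamycin libraries. *dhx33* had a log2 fold change of 1.35 (standard error 0.42, adjusted p = 0.0972 from edgeR, and 0.0379 from DESeq2). The markers of macrophages, which also express such genes, were lower in the same libraries.

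For TPI1 and CANT1, 1 of the 2 gene IDs that share the symbol passed in edgeR, and the table does not tell which is the paralog of Fig. 4E. They were TPI1 ENSDARG00000025012 (-1.88) and CANT1 ENSDARG00000102977 (-3.41). The paper chose all these genes on the same libraries, so their number is not independent evidence. Of the 19 genes that rose or fell, *gpx2* kept its call in every setting and each of the others lost it when a single library was left out, with a largest adjusted p from edgeR, limma-voom or DESeq2 between 0.0508 (*cdc20*) and 0.206 (*ccne2*).

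**Figure D2:**
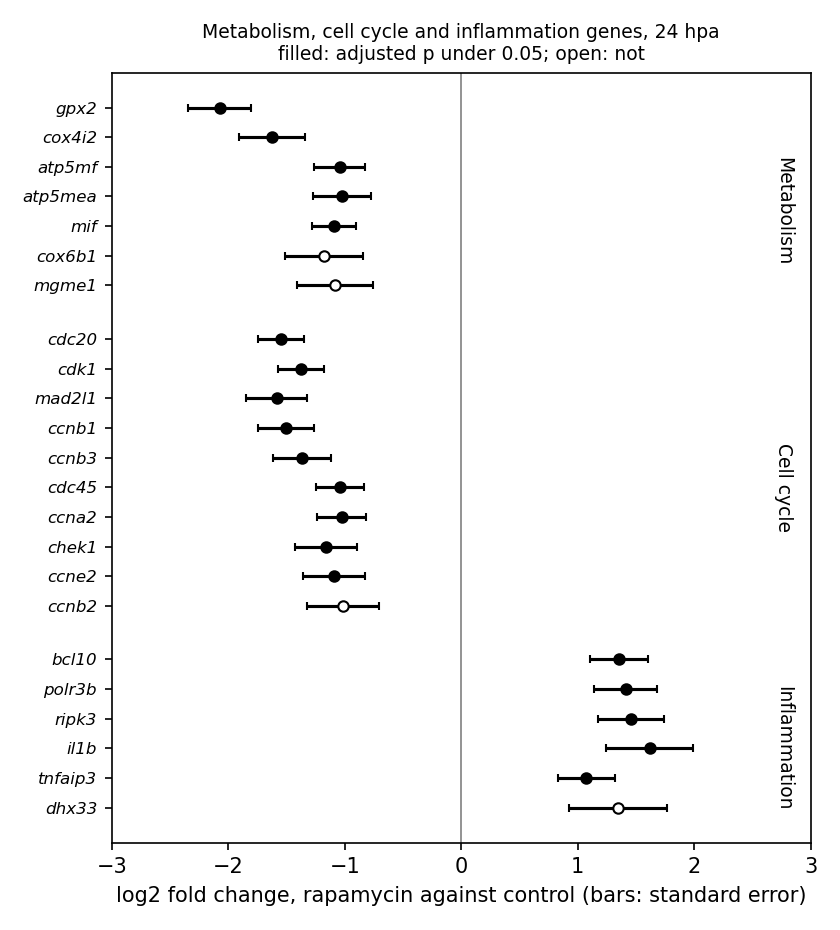
The log2 fold change of rapamycin against control libraries (horizontal axis) for 23 tested genes, with bars of 1 standard error and filled points for an adjusted p under 0.05 from edgeR. The points of metabolism and the cell cycle lie between -2.07 and -1.02, and those of inflammation between 1.07 and 1.62.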

Heatmap of DEGs showed that metabolism, cell cycle and inflammation associated genes were different between the two groups (Fig. 4E). GSEA enrichment analysis indicated that mitochondrial respiratory chain complex, mitochondrial large ribosomal subunit, mitochondrial intermembrane space and mitochondrial inner membrane were highly enriched in DEGs (Fig. 4F). Therefore, we speculated that *mTOR* regulated larval zebrafish fin regeneration via regulating mitochondrial functions.

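Nuclear genes of the respiratory chain were lower in the rapamycin fins as a group. All 38 tested subunits of complex I, which takes electrons from NADH, had a log2 fold change below 0, with a median of -0.62. Of these, *ndufa12* (-0.83, standard error 0.20, adjusted p = 0.0450 from edgeR) and *ndufs3* (-0.92, standard error 0.22, adjusted p = 0.0475 from edgeR) fell and 36 did not pass (22 fell when adjusted over the list alone). The list had an adjusted p of 2.06e-09 from camera, and adjusted p = 0.625 with an estimated correlation. Of 9 subunits of complex III, *uqcr10* fell (6 fell when adjusted over the list alone; camera adjusted p = 0.00200, and adjusted p = 0.625 with an estimated correlation). Of 21 subunits of complex IV, 5 fell and 16 did not pass (11 fell when adjusted over the list alone), with a median of -0.60 (camera adjusted p = 6.37e-06, and adjusted p = 0.474 with an estimated correlation). *cox7b* went from 189 ± 41.2 CPM (SD, n = 3) to 103 ± 7.85 CPM (SD, n = 3), a log2 fold change of -0.87 (standard error 0.20, adjusted p = 0.0383 from edgeR). Of the 5 gene IDs of complex II none passed in edgeR, while 2 were lower at an unadjusted p under 0.05 and 2 were called by DESeq2 and 0 by limma-voom (camera adjusted p = 0.422).

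The ATP synthase and the mitochondrial ribosome moved the same way. Of 20 ATP synthase subunits, 4 fell and 16 did not pass (17 fell when adjusted over the list alone), with a median of -0.63 (camera adjusted p = 3.94e-07, and adjusted p = 0.625 with an estimated correlation). *atp5mf* went from 94.1 ± 23.6 CPM (SD, n = 3) to 45.6 ± 6.67 CPM (SD, n = 3), a log2 fold change of -1.05 (standard error 0.22, adjusted p = 0.0299 from edgeR). Of 47 genes of the large ribosomal subunit, *mrpl16* (-1.12), *mrpl41* (-1.22) and *mrpl34* (-1.09) fell and 44 did not pass (3 fell when adjusted over the list alone). Their median was -0.49 (camera adjusted p = 1.27e-06, and adjusted p = 0.625 with an estimated correlation). Of 28 genes of the small ribosomal subunit, *mrps14* fell, with a median of -0.48 for the list (0 fell when adjusted over the list alone in edgeR; camera adjusted p = 9.74e-05, and adjusted p = 0.644 with an estimated correlation).

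The median complex I subunit stood at -0.12 in control replicate 1, 0.55 and 0.45 in control replicates 2 and 3, and -0.30 to -0.24 in the rapamycin libraries, as log2 CPM minus the gene's mean. Without control replicate 1, edgeR called 34 of the 38 subunits lower, with a median of -0.77. Without any other single library it called 0 of them, with medians from -0.62 to -0.47, while 11 to 20 were lower at an unadjusted p under 0.05 and DESeq2 called 0 to 9. Without control replicate 1, edgeR called 8 subunits of complex III, 15 of complex IV, 18 of the ATP synthase, 32 of the large and 19 of the small ribosomal subunit lower, and without any other single library at most 2 of each. With the trend of each library with gene span removed, a choice made after seeing the data, the median went to -0.40 for complex I, -0.38 for complex III and -0.30 for the large ribosomal subunit. There *ndufa12* (-0.67, adjusted p = 0.0577), *ndufs3* (-0.70, adjusted p = 0.0627) and *uqcr10* (-0.47, adjusted p = 0.143) did not pass in edgeR, which left 0 genes of complexes I and III, and 16 and 4 of them at an unadjusted p under 0.05. With the trend removed, camera with the preset correlation still called complex I (adjusted p = 8.23e-06), complex III (adjusted p = 0.0226) and the large ribosomal subunit (adjusted p = 0.00126). The list test fry, without this removal, gave an adjusted p of 0.147 for complex I and 0.127 for the ATP synthase with all libraries. Markers of skeletal muscle and of ionocytes, cells rich in mitochondria, were lower in the same libraries, with a median of -0.41 over 34 genes (camera adjusted p = 4.25e-04, and adjusted p = 0.625 with an estimated correlation) and -0.76 over 21 genes (camera adjusted p = 7.10e-04, and adjusted p = 0.474 with an estimated correlation). Without control replicate 1, neither list passed (camera adjusted p = 0.110 for muscle and 0.134 for ionocytes). Among the control libraries, control replicate 1 had the highest medians of muscle (0.641) and ionocyte markers (0.879) and the lowest of complex I.

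**Figure D3:**
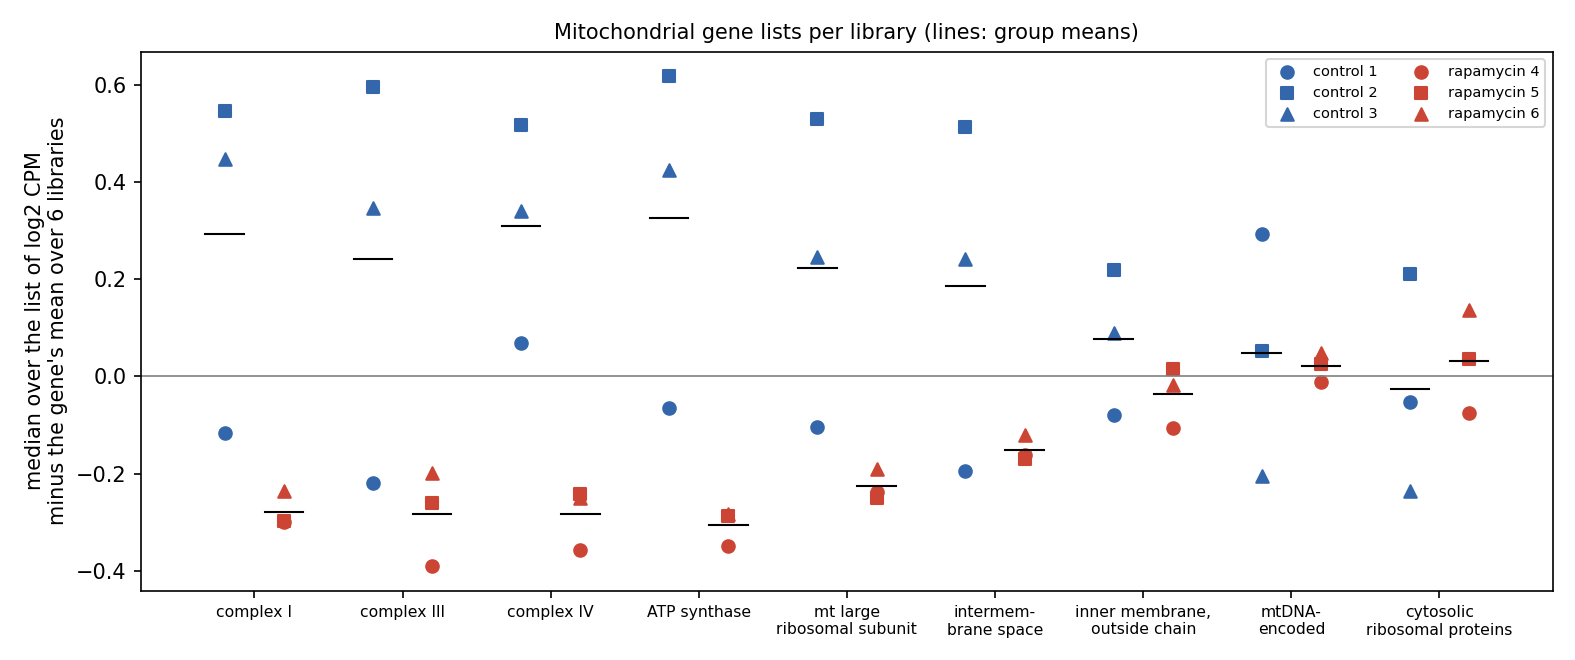
The median over each gene list of log2 CPM minus the gene's mean over the 6 libraries (vertical axis), by library, with lines at the group means. For complex I the control mean is 0.29 and the rapamycin mean -0.28, and control replicate 1 lies at -0.12.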

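Of 48 genes of the mitochondrial intermembrane space, *cox19*, an assembly factor of cytochrome c oxidase, fell by 1.37 on the log2 scale (standard error 0.30, adjusted p = 0.0340 from edgeR) and 47 did not pass. When adjusted over the list alone, edgeR called 0 of them. Their median log2 fold change was -0.40 (camera adjusted p = 0.00501, and adjusted p = 0.644 with an estimated correlation), and without control replicate 2 the camera adjusted p was 0.0635. Of 99 inner membrane proteins outside the respiratory chain, 3 fell and 96 did not pass (1 fell when adjusted over the list alone), with a median of -0.17 (camera adjusted p = 0.361). They were the uncoupling protein gene *ucp1* (-1.17, standard error 0.16, adjusted p = 0.00761 from edgeR), the import gene *timm22* (-1.04, standard error 0.25, adjusted p = 0.0483 from edgeR) and SLC25A10 (ENSDARG00000097890), which had no count in the rapamycin libraries. With the respiratory chain and the ATP synthase added to this list, a choice made after seeing the data, 15 of 192 genes fell (42 fell and 3 rose when adjusted over the list alone). This joined list had a camera adjusted p of 5.53e-07, and adjusted p = 0.605 with an estimated correlation.

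The 13 proteins encoded by mitochondrial DNA had a median log2 fold change of 0.05 (camera adjusted p = 0.859) and edgeR called none of them. At an unadjusted p under 0.05, 1 was higher and 1 lower, and DESeq2 and limma-voom each called 1 higher. From the enrichment of mitochondrial gene sets in Fig. 4F, the paper proposes that *mTOR* acts on larval fin regeneration through mitochondrial functions.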

**Fig. 4:**
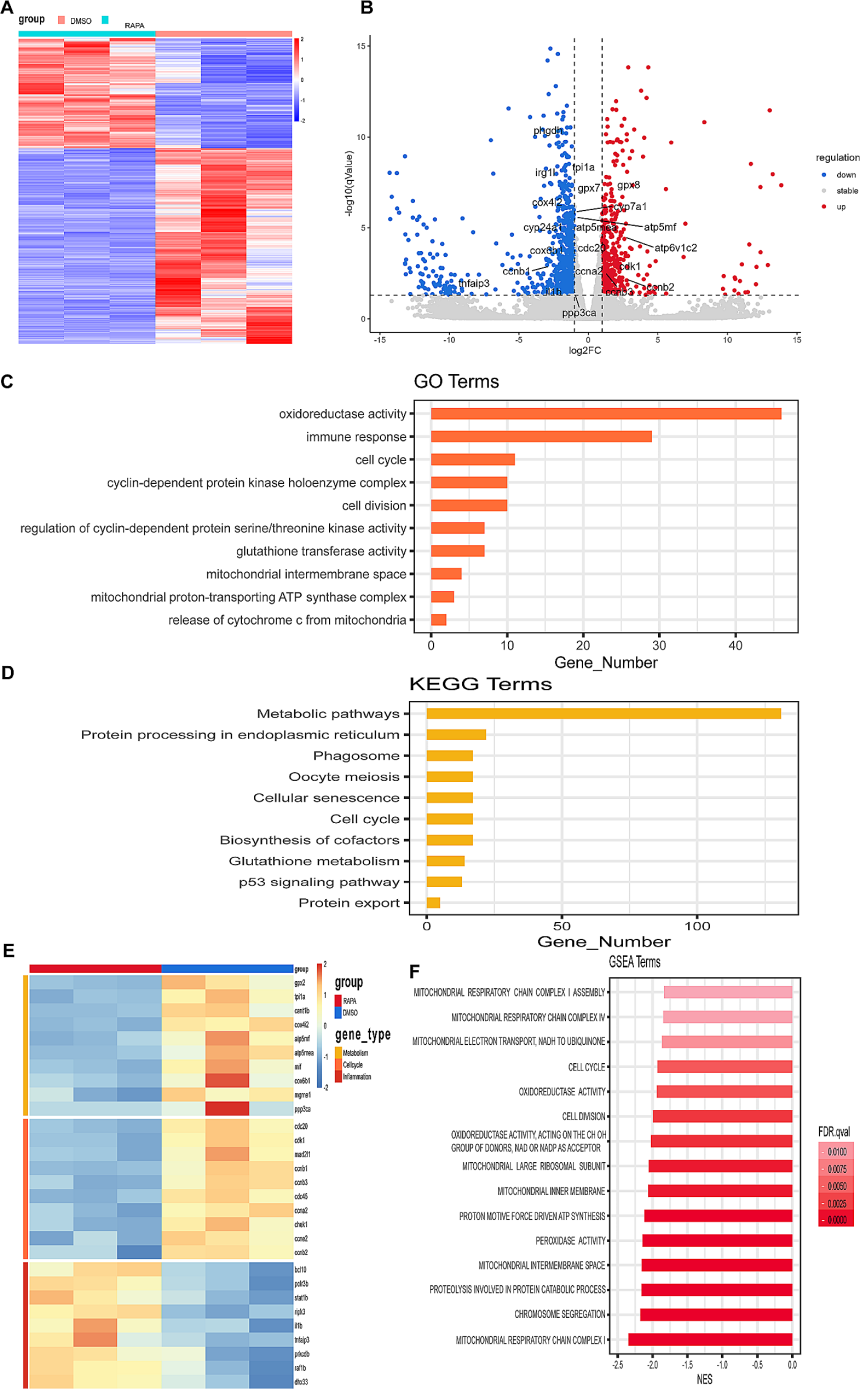
SMART-seq results of regenerated fins between *mTOR*-WT and rapamycin treated zebrafish larvae. (**A**) Heatmap of DEGs between *mTOR*-WT and rapamycin treated larval zebrafish tail fin. (**B**) Volcano map of DEGs between *mTOR*-WT and rapamycin treated larval zebrafish fin. (**C**) GO analysis of DEGs between the two groups. (**D**) KEGG pathway analysis of DEGs between the two groups. (**E**) Heatmap of metabolism, cell cycle and inflammation related genes between the two groups. (**F**) GSEA enrichment analysis of DEGs

### *mTOR* knock out inhibited mitochondrial fission during fin regeneration

To confirm the role of *mTOR* in mitochondrial functions, we measured the expression of *cox6b1*, which is involved in electron transport in the mitochondrial respiratory chain. RT-qPCR results showed that *cox6b1* was down-regulated in the *mTOR*-KO zebrafish compared with that in the *mTOR*-WT group after amputation (Supplementary Fig. 3A). Subsequently, we investigated the mitochondrial morphology in zebrafish larvae before and after fin amputation using Mito-Tracker red staining. The results illustrated that both the *mTOR*-WT and *mTOR*-KO groups displayed elongated signals within the mitochondria when unamputated (Supplementary Fig. 3B). Post-amputation, the *mTOR*-WT group exhibited patchy split signals, while the *mTOR*-KO group displayed partial punctate split signals and elongated stripes. (Fig. 5A). During structural regeneration, mitochondrial fragmentation was increased in the amputated fins [17]. TEM results observed the mitochondrial fission in *mTOR*-WT group, while the mitochondria were swollen and degenerated, with whitish areas inside in the *mTOR*-KO group (Fig. 5B). Quantitative analysis indicated that the average area and width in the *mTOR-KO* group were significantly higher than those of the *mTOR*-WT group (Fig. 5C, E), while the aspect ratio was decreased (Fig. 5D). Mitochondrial dysfunctions usually accompanied by ROS accumulation. In our study, the ROS levels were elevated in the *mTOR*-KO zebrafish compared with that in the *mTOR*-WT zebrafish after amputation (Fig. 5F-G). Moreover, the mitochondria membrane potential in the *mTOR*-KO zebrafish was lower than that of *mTOR*-WT zebrafish at 48 hpa through JC-1 staining (Fig. 5H-I). Therefore, we speculated that *mTOR* may promote mitochondrial fission to regulate fin regeneration.

Following this, we conducted whole ISH assays to assess the expression of genes associated with mitochondrial fission. It was observed that the expression level of mitochondrial dynamin 1-like (*dnm1l*), mitochondrial primase and polymerase (*primpol*), and mitochondrial genome maintenance exonuclease 1 (*mgme1*) was decreased compared to the *mTOR*-WT group (Fig. 5J, Supplementary Fig. 3C-D). Meanwhile, the mRNA expression of *dnm1l*, *primpol* and *mgme1* was consistent with the results of ISH (Fig. 5K, Supplementary Fig. 3E-F). In conclusion, these finding indicated that *mTOR* may promote mitochondrial fission to modulate fin regeneration.

**Fig. 5:**
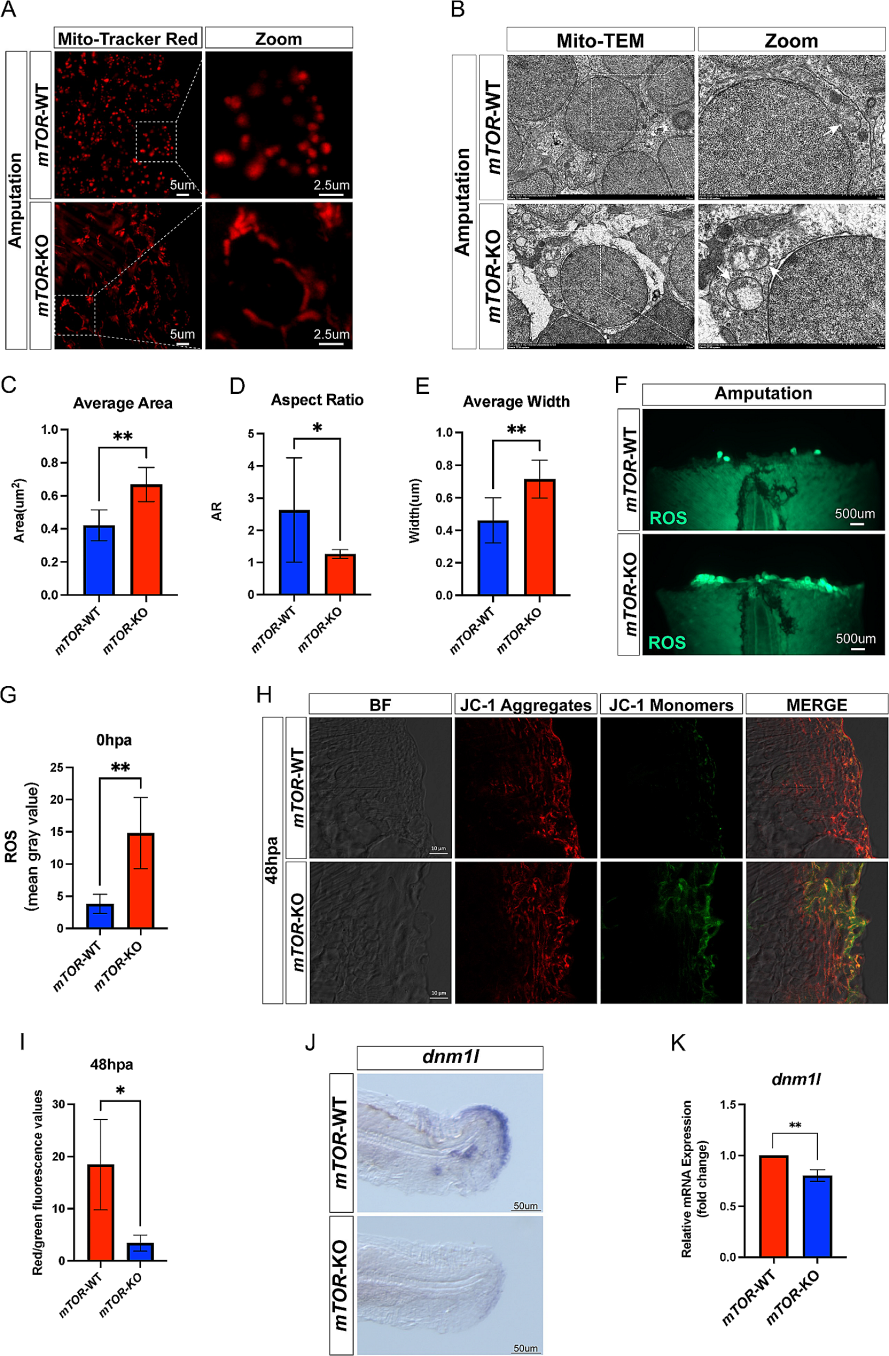
mTOR knock out affected mitochondrial morphology and membrane potential. (**A**) Mito-Tracker red staining of *mTOR*-WT and *mTOR*-KO larval zebrafish fin following amputation. (**B**) Representative transmission electron microscope images of *mTOR*-WT and *mTOR*-KO larval zebrafish fin after amputation. (**C-E**) Statistical analysis of the average area, aspect ratio and average width of mitochondria between *mTOR*-WT and *mTOR*-KO larval zebrafish fin after amputation. (**F-G**) The ROS levels between *mTOR*-WT and *mTOR*-KO larval zebrafish fin after amputation. (**H-I**) Measurement of the mitochondrial membrane potential by JC-1 staining between *mTOR*-WT and *mTOR*-KO zebrafish at 48 hpa. (**J**) Location of mitochondrial fission related gene (*dnm1l*) in *mTOR*-WT and *mTOR*-KO larval zebrafish fin by in situ hybridization. (**K**) mRNA expression level of *dnm1l* in *mTOR*-WT and *mTOR*-KO larval zebrafish fin. *P < 0.05, **P < 0.01

### Ca^2+^ signaling was attenuated in *mTOR*-KO zebrafish larvae after fin amputation

Studies have shown that *dnm1l* can promote mitochondria fission [17], depending on its dephosphorylation state at Ser637 site [18]. Calcineurin regulates its dephosphorylation at Ser637 site [19], and activation of calcineurin requires CaM [20]. CaM can sense intracellular Ca^2+^. Elevated Ca^2+^ signals bind to and activate CaM [21]. Numerous studies have revealed that intracellular calcium concentration could influence *mTOR* signaling transduction [22–24]. To determine whether *mTOR* regulates mitochondrial functions through Ca^2+^ signaling, we first measured the expression of protein phosphatase 3, catalytic subunit, alpha isozyme (*ppp3ca*, Calcineurin related genes) after fin amputation using the TG(β-actin: GCaMp6s) fish line. Results showed that the mRNA expression level of *ppp3ca* in the *mTOR*-KO group was significantly lower than that in the *mTOR*-WT group (Fig. 6A). Moreover, Ca^2+^ in the tail fin between *mTOR*-WT and *mTOR*-KO group was similar to that at 3 dpf (Supplementary Fig. 4A-B). Ca^2+^ signals in the *mTOR*-WT group were strongly activated within minutes after amputation, whereas Ca^2+^ in the *mTOR*-KO group remained at a low level (Fig. 6B-C). Real-time in vivo imaging observations showed that the Ca^2+^ signaling was continuously suppressed in the *mTOR*-KO group, whereas Ca^2+^ was unaffected in the *mTOR*-WT group (Fig. 4D-E, Supplementary Fig. 4C-D).

**Fig. 6:**
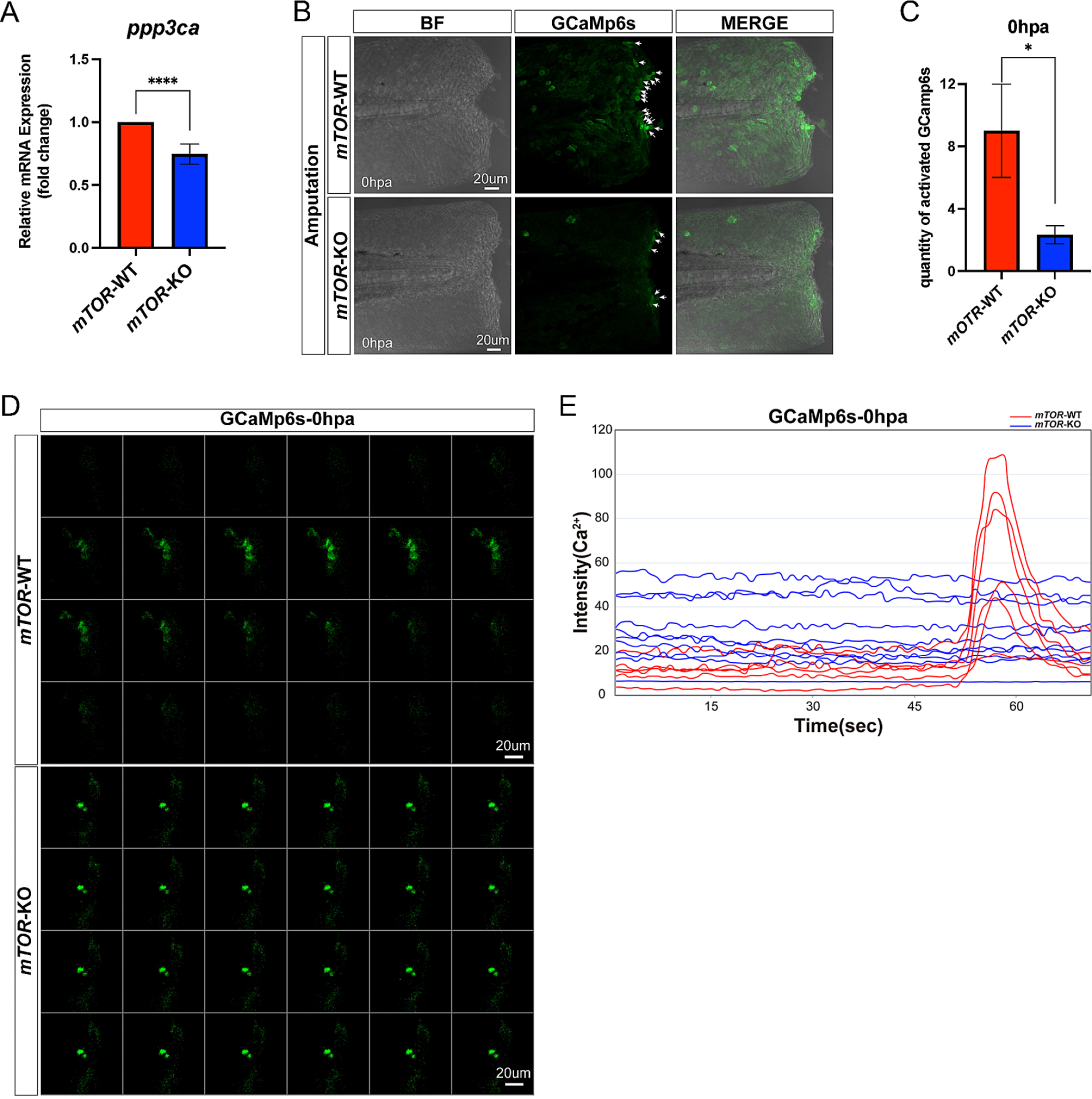
Ca^2+^ signaling was attenuated in *mTOR*-KO zebrafish larvae after fin amputation. (**A**) Comparison of mRNA expression level of *ppp3ca* between *mTOR*-WT and *mTOR*-KO larval zebrafish fin. (**B-C**) Analysis of Ca^2+^ signaling between *mTOR*-WT and *mTOR*-KO larval zebrafish fin after amputation. (**D-E**) Real-time in vivo images showing Ca^2+^ signaling between *mTOR*-WT and *mTOR*-KO larval zebrafish fin after amputation. *P > 0.05, ****P < 0.0001

These results verified the regulatory relationship between *mTOR* and Ca^2+^ signaling. Upon fin amputation, a disturbance in the equilibrium of the intra- and extracellular environments ensued. This disturbance led to the opening of the Ca^2+^ channel on the cellular membrane, facilitating the influx of Ca^2+^ and subsequently elevating the concentration of Ca^2+^ in the cytoplasm, thereby triggering the activation of CaM. This intricately orchestrated process relied on the involvement of *mTOR*, which in turn spurred the downstream *dnm1l* activation, consequently promoting the mitochondrial fission response essential for fin regeneration.

## Discussion

Strategies for promoting tissues or organs and restore their original functions after injuries have been extensively investigated. In this study, we established a larval zebrafish tail fin amputation model to explore the role of *mTOR* in regeneration. Results showed that the *mTOR* signaling was activated after fin amputation and *mTOR* promoted fin regeneration by regulating mitochondrial fission and increasing epithelial and mesenchymal cells proliferation. (Fig. 7).

**Fig. 7:**
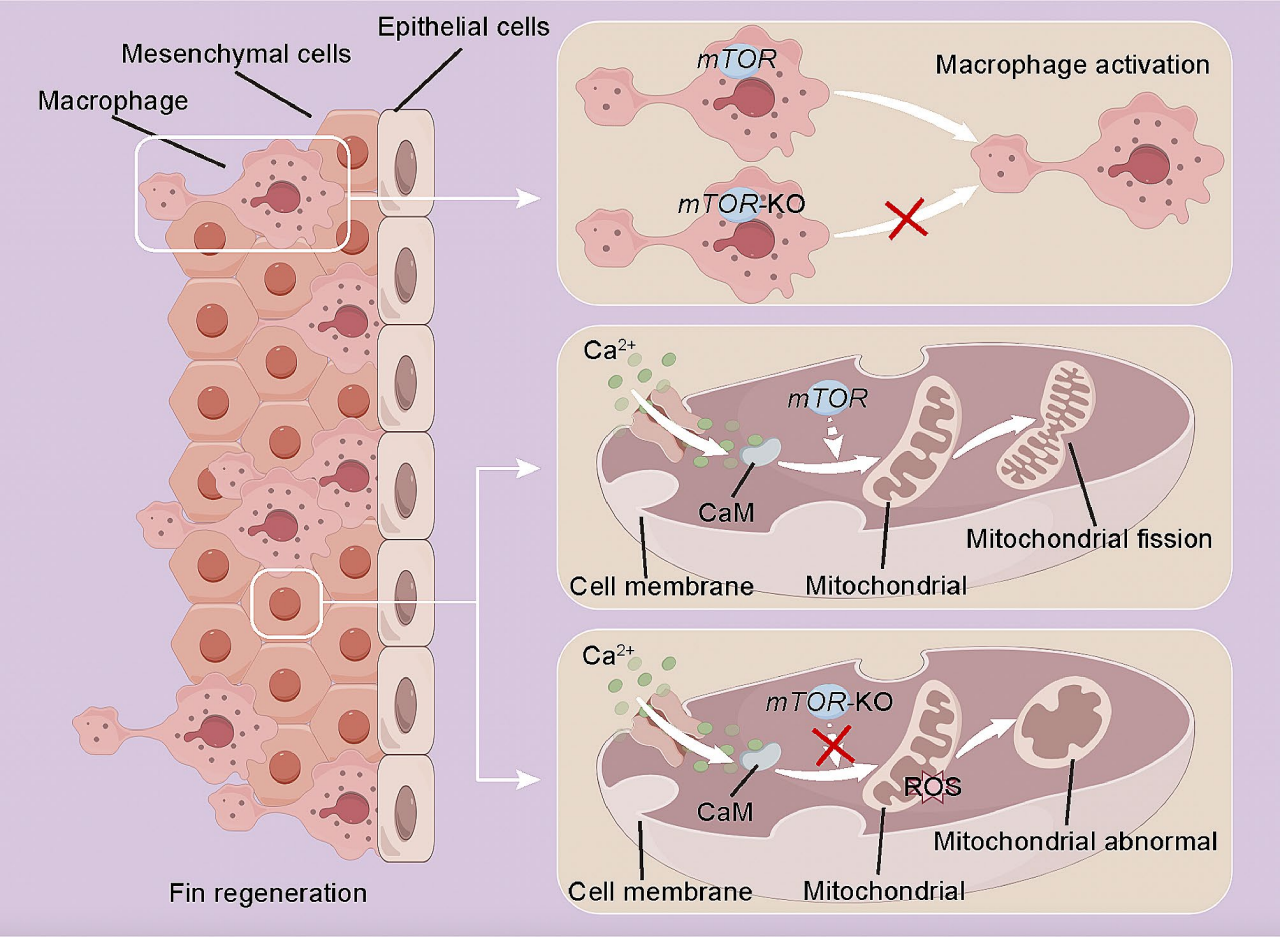
Schematic illustration of the mechanism by which *mTOR* mutation disrupts larval zebrafish tail fin regeneration via regulating proliferation of blastema cells and mitochondrial functions

*mTOR* participates in a wide range of physiological and pathological processes, indicating its diverse functions. *mTOR* has been shown to play a significant role in the regeneration of many tissues and organs [25]. In neuronal regeneration, *mTOR* promotes the regeneration of retinal ganglion cells. Furthermore, in spinal cord hemisection injury regeneration, *mTOR* facilitates the regeneration of corticospinal tract fibers post-spinal cord injury. For skeletal muscle regeneration, *mTOR* stimulates the activation and proliferation of satellite cells, further differentiating into myoblasts and promoting myoblast fusion to form muscle fibers. In a severe liver injury regeneration model, liver regeneration occurs through the transdifferentiation of biliary epithelial cells, during which *mTOR* regulates the proliferation of biliary epithelial cells and the formation of bipotent progenitor cells [25]. Similarly, unique regulatory mechanisms of *mTOR* may exist in fin regeneration, necessitating the establishment of relevant models for further investigation. The molecular mechanisms of fin regeneration are similar between adult zebrafish and zebrafish larvae [3]. Therefore, this study aimed to investigate the regeneration process and mechanisms of this relatively simple structure in zebrafish larvae. Here, results confirmed that *mTOR* played a role in the regeneration process of zebrafish larvae after fin amputation. Interestingly, *mTOR* did not affect cell apoptosis and differentiation in our study. We postulated that the zebrafish larvae may be at an early stage of development and had not yet reached the stage of differentiation. At this time, the blastema cells mainly consist of epithelial cells, mesenchymal cells, which are not exactly similar to those of adult zebrafish. In addition, the fin regeneration cycle of adult zebrafish is much longer compared with that of zebrafish larvae, and previous studies only measured the cell survival at 72 hpa.

Studies have found that during the regeneration stage, blastema cells released from the broken end of fin proliferate to form a new fin [3]. Mitochondria exhibit different phenotypes under various physiological and pathological conditions [26]. Mitochondria produce young mitochondria through the fission process, while the old, damaged and irreparable mitochondria are eliminated. Numerous studies have linked the mitochondrial fission process to a series of reactions that can cause pathological phenotypes and cell death [27–29]. In contrast, some recent studies have demonstrated that the mitochondrial fission has positive implications for promoting damage repair [30–32]. This is consistent with our results. There was significant mitochondrial fission after fin amputation in *mTOR*-WT zebrafish larvae, but this phenomenon was significantly inhibited in the *mTOR*-KO larval zebrafish tail fin. Previous studies have shown that *mTOR* regulates mitochondrial dynamics and cell survival through *MTFP1* [33], suggesting a regulatory mechanism between *mTOR* and mitochondria. Analysis of the SMART-seq data revealed the genes associated with altered mitochondria-related functions and targeted the key regulated gene, *dnm1l*. 

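In the SMART-seq libraries *dnm1l* (ENSDARG00000015006, chromosome 25 of GRCz12tu from 21481559 to 21510458), the dynamin-related gene of mitochondrial fission, had 37.5 ± 6.77 CPM (SD, n = 3) in the control and 36.7 ± 1.43 CPM (SD, n = 3) in the rapamycin group. Its log2 fold change was -0.03 (standard error 0.19, adjusted p = 0.945 from edgeR). Of 20 genes of mitochondrial fission and fusion none passed in edgeR (median -0.15, camera adjusted p = 0.354). At an unadjusted p under 0.05 edgeR gave 2 of them as lower, and DESeq2 and limma-voom called 0. *mtfp1*, a regulator of fission, had a log2 fold change of 0.25 (standard error 0.23, adjusted p = 0.554 from edgeR).

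The calcineurin subunit gene *ppp3ca* had 44 counts over the 3 control libraries, 36 of them in control replicate 2, and none in the rapamycin libraries. This was too low for the edgeR filter. Without a filter its adjusted p was 0.137 from edgeR, and DESeq2 gave 0.0402. Of 54 genes of calcineurin, calmodulin and calcium stores, the calmodulin gene *calm1b* (-1.39, standard error 0.18, adjusted p = 0.00615 from edgeR) and the calcium pump gene ATP2B1 (-0.99, standard error 0.16, adjusted p = 0.0137 from edgeR) fell and 52 did not pass (2 fell when adjusted over the list alone). The median of this list was 0.11 and its mean -0.02, and the camera test, with its sign below 0, gave an adjusted p of 0.731.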

As expected, the expression of *dnm1l*, a pivotal gene that regulates mitochondrial fission, was downregulated in *mTOR*-KO larvae. The expression level of calcineurin which controls *dnm1l* was also down-regulated, indicating that *mTOR* may regulate *dnm1l* by affecting the upstream pathways of calcineurin. After fin amputation, the body mounts a quick response and Ca^2+^ signaling is immediately activated in cells surrounding the injury, acting as a second messenger that transmits the injury signal and initiates regeneration process [34]. Some studies have reported that CaM activates *mTOR* pathway in response to increased intracellular Ca^2+^ level^35^. To further explore whether the effect of *mTOR* on mitochondria involves intracellular Ca^2+^ signaling, we used Ca^2+^ labelled transgenic fish lines to measure Ca^2+^ signaling activity. Results showed that Ca^2+^ signaling activity was significantly inhibited after *mTOR* knockout. Interestingly, we detected the fluorescence emitted by the binding of Ca^2+^ to calmodulin. Therefore, we postulated that *mTOR* was required for Ca^2+^ signaling activation to promote mitochondrial fission.

CaM is a widely expressed EF-hand calcium sensor protein. The conformation of CaM changes from a closed to an open state upon binding with Ca^2+^, exposing a hydrophobic surface that facilitates binding with its target proteins [21, 36]. CaM has been reported to interact with amino acids [37, 38], human vacuolar protein sorting 34 (HVps34) [39], and tuberous sclerosis complex 2 (TSC2) [35] to enhance *mTORC1* activity. Calcium/calmodulin has also been reported to directly bind to *mTOR* through the lysosome-resident calcium channel, transient receptor potential mucolipin 1 (TRPML1) [39]. There is limited research on the relationship between calcium levels and *mTORC2*, but a recent study has indicated that *mTORC2* assembly and activity are regulated by calcium signaling [40]. However, it remains unclear how *mTORC2* perceives calcium ions. Further research in this area will be conducted to elucidate its mechanisms of action.

## Conclusion

This study has demonstrated the multifaceted roles of *mTO*R in zebrafish larval fin regeneration. *mTOR* is activated post-amputation and regulates metabolic processes. Furthermore, *mTOR* can modulate mitochondrial dynamics through calcium signaling to respond to tissue injury. These findings enhance our understanding of the regeneration process.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

## Data Availability

The SMART-seq results are deposited in GEO repositories (GEO accession: GSE242949; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE242949).

## Abbreviations

*mTOR*: mechanistic target of rapamycin
*mTOR*-KO: *mTOR* knockout
ISH: in situ hybridization
PFA: paraformaldehyde
hpa: hous post amputation
dpf: days post fertilization
DCFH-DA: Dichloro-dihydro-fluorescein diacetate
TEM: transmission electron microscope
DEGs: differentially expressed genes
*dnm1l*: mitochondrial dynamin 1-like
*primpol*: mitochondrial primase and polymerase
*mgme1*: mitochondrial genome maintenance exonuclease 1
*ppp3ca*: protein phosphatase 3, catalytic subunit, alpha isozyme
ECM: extracellular matrix
DAMPs: damages associated molecular patterns
HVps34: human vacuolar protein sorting 34
TSC2: tuberous sclerosis complex 2
TRPML1: ransient receptor potential mucolipin 1

# Supplementary material for: mTOR mutation disrupts larval zebrafish tail fin regeneration via regulating proliferation of blastema cells and mitochondrial functions
**Source:** J Orthop Surg Res. 2024 May 29;19:321. doi: 10.1186/s13018-024-04802-z
**Supplement:** Supplementary file 1 — Supplementary Material 1

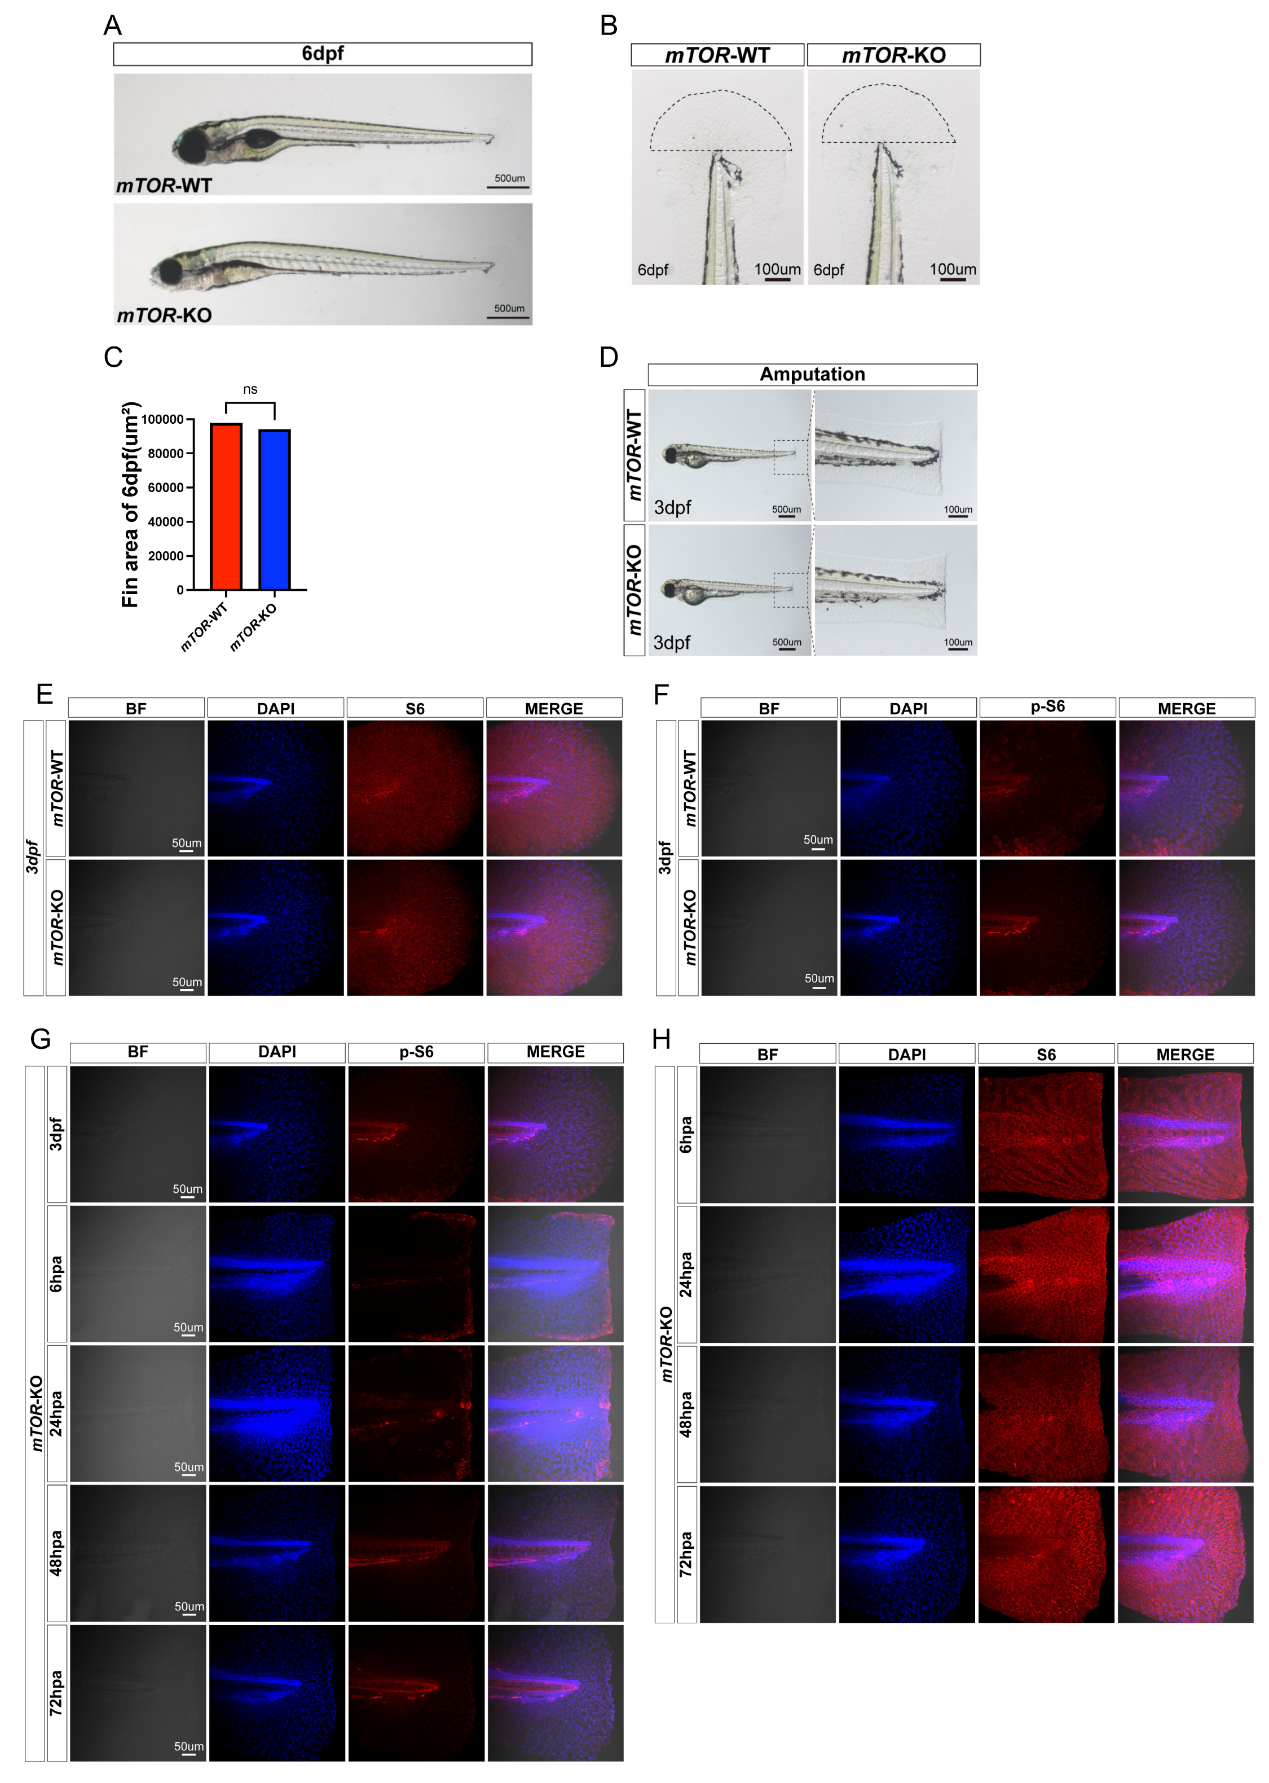

**Supplementary Fig. 1 mTOR knock out didn’t affect caudal fin development. (A)** The morphology of *mTOR*-WT and *mTOR*-KO zebrafish larvae at 6 dpf. **(B-C)** The fin area of un-amputated *mTOR*-WT and *mTOR*-KO zebrafish at 6 dpf. **(D)** Amputation position for fin regeneration model. **(E)** Comparison of S6 expression level between *mTOR*-WT and *mTOR*-KO larval zebrafish tail fin at 3 dpf. **(F)** Comparison of p-S6 expression level between *mTOR*-WT and *mTOR*-KO larval zebrafish tail fin at 3 dpf. **(G)** The expression of p-S6 in *mTOR*-KO zebrafish larvae at different stages following fin amputation. **(H)** The S6 expression levels of *mTOR*-KO zebrafish larvae at different stages after fin amputation. ^ns^ P > 0.05.

# Supplementary material for: mTOR mutation disrupts larval zebrafish tail fin regeneration via regulating proliferation of blastema cells and mitochondrial functions
**Source:** J Orthop Surg Res. 2024 May 29;19:321. doi: 10.1186/s13018-024-04802-z
**Supplement:** Supplementary file 2 — Supplementary Material 2

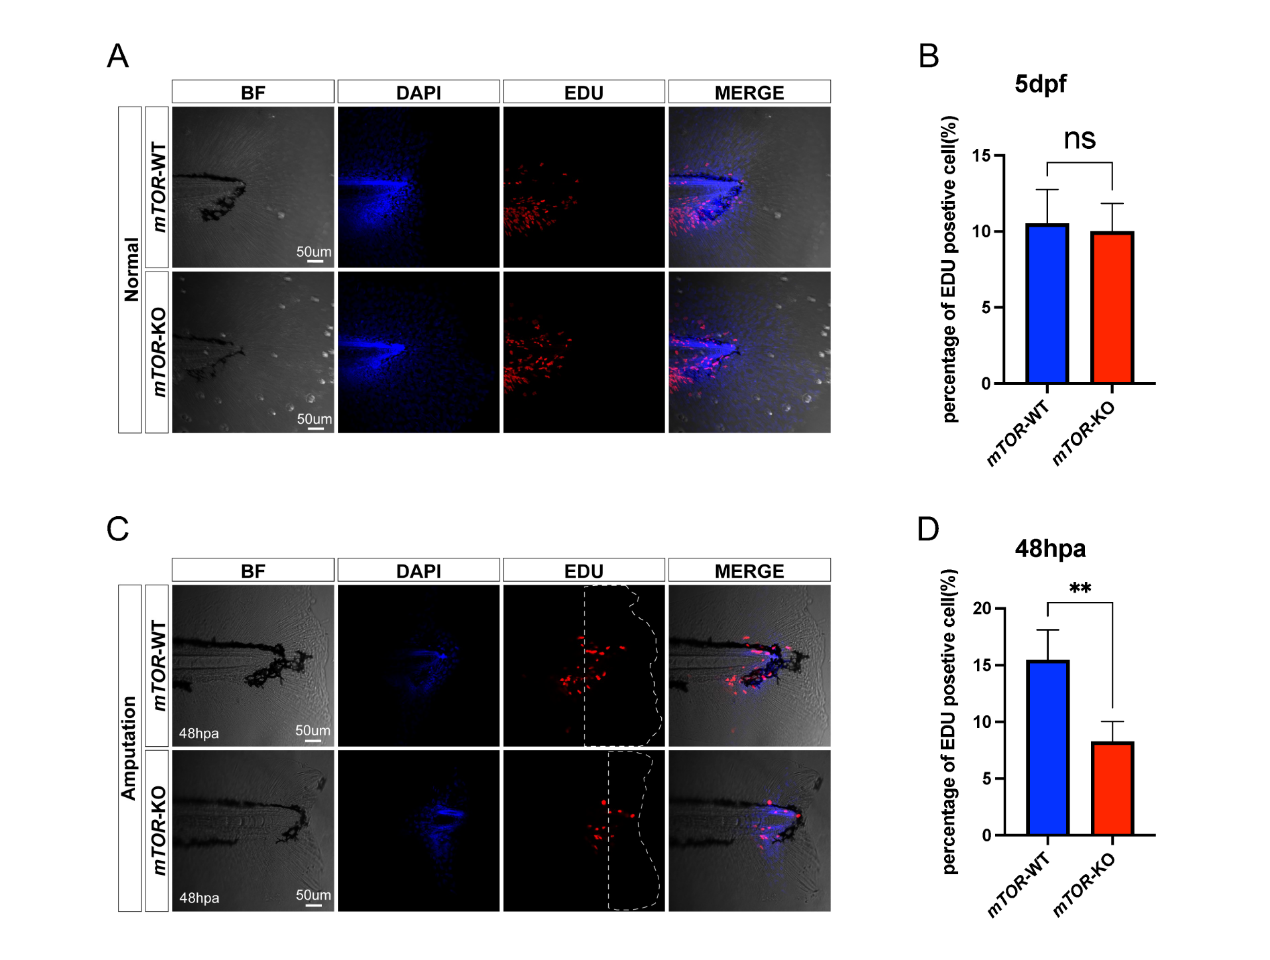

**Supplementary Fig. 2 *mTOR* knock out suppressed cell proliferation after fin amputation. (A-B)** Results of EDU staining for *mTOR*-WT and *mTOR*-KO larval zebrafish tail fin at 5dpf. **(C-D)** EDU staining between *mTOR*-WT and *mTOR*-KO larval zebrafish tail fin at 48 dpa. ^ns^ P > 0.05, **P < 0.01.

# Supplementary material for: mTOR mutation disrupts larval zebrafish tail fin regeneration via regulating proliferation of blastema cells and mitochondrial functions
**Source:** J Orthop Surg Res. 2024 May 29;19:321. doi: 10.1186/s13018-024-04802-z
**Supplement:** Supplementary file 3 — Supplementary Material 3

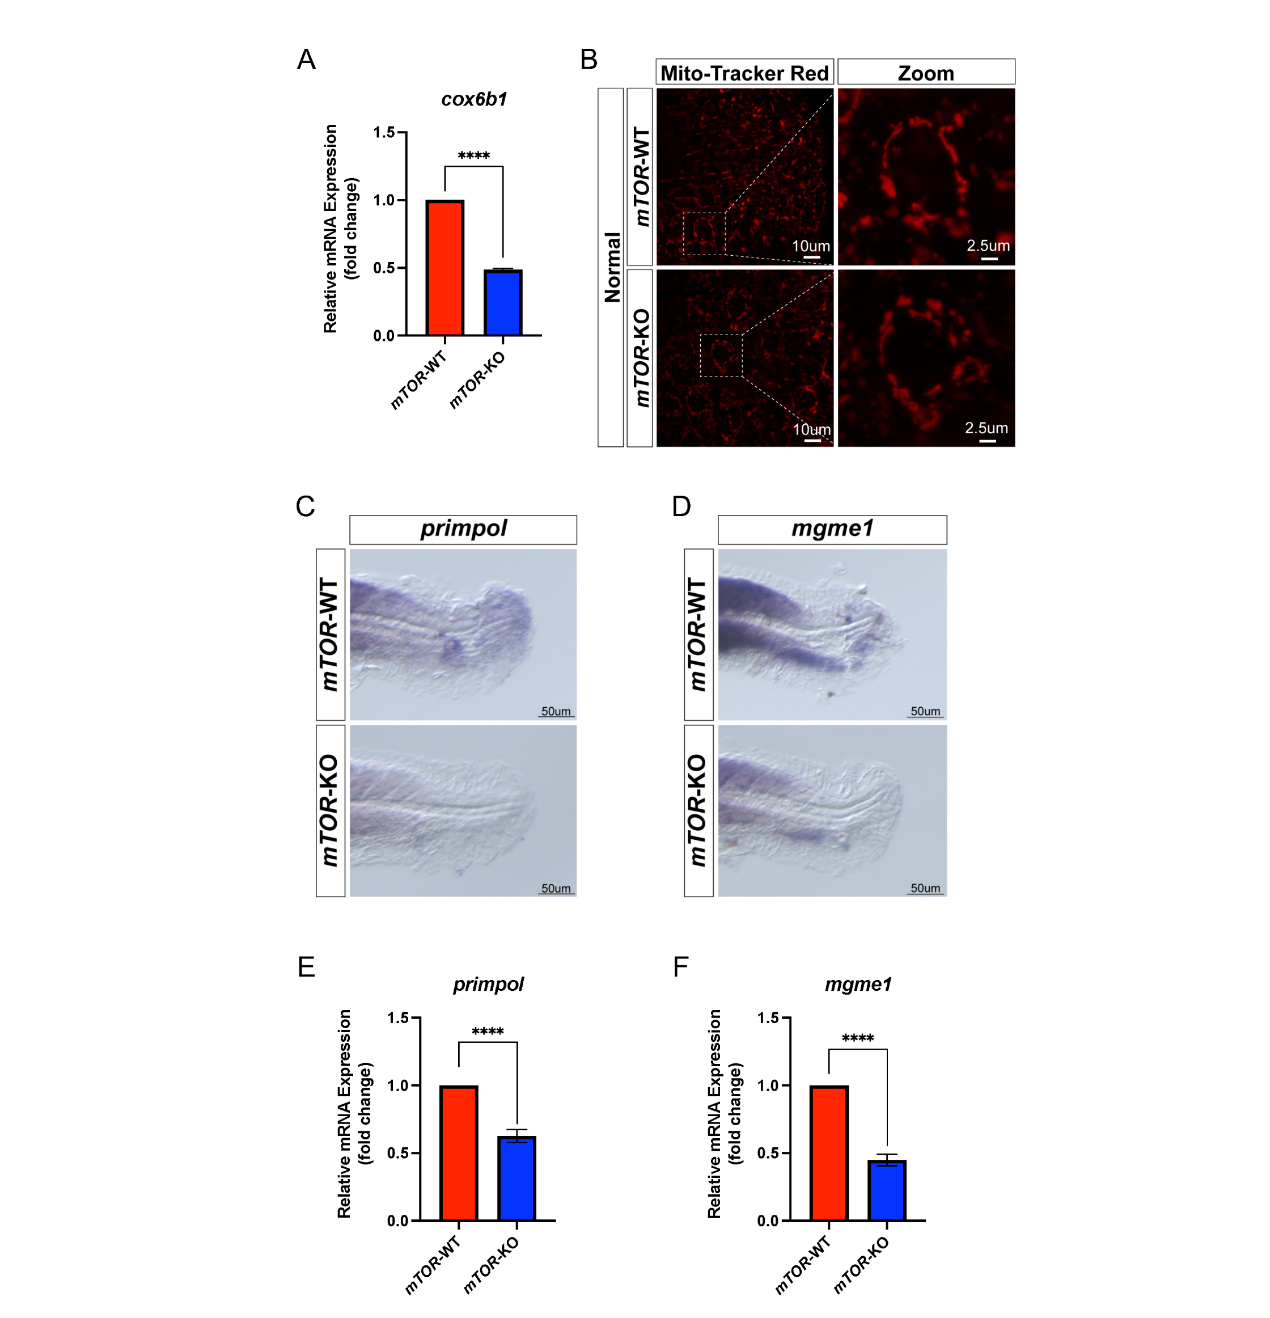

**Supplementary Fig. 3 *mTOR* knockout affected mitochondrial respiratory chain and fission-related functions. (A)** The mRNA expression of *cox6b1* between *mTOR*-WT and *mTOR*-KO larval zebrafish tail fin. **(B)** Mito-Tracker red staining of *mTOR*-WT and *mTOR*-KO larval zebrafish tail fin at 3 dpf. **(C-D)** Location of mitochondrial related genes (*primpol*, *mgme1*) between *mTOR*-WT and *mTOR*-KO larval zebrafish tail fin by in situ hybridization. **(E-F)** mRNA expression levels of *primpol* and *mgme1* between *mTOR*-WT and *mTOR*-KO larval zebrafish tail fin. ****P < 0.0001.

# Supplementary material for: mTOR mutation disrupts larval zebrafish tail fin regeneration via regulating proliferation of blastema cells and mitochondrial functions
**Source:** J Orthop Surg Res. 2024 May 29;19:321. doi: 10.1186/s13018-024-04802-z
**Supplement:** Supplementary file 4 — Supplementary Material 4

**
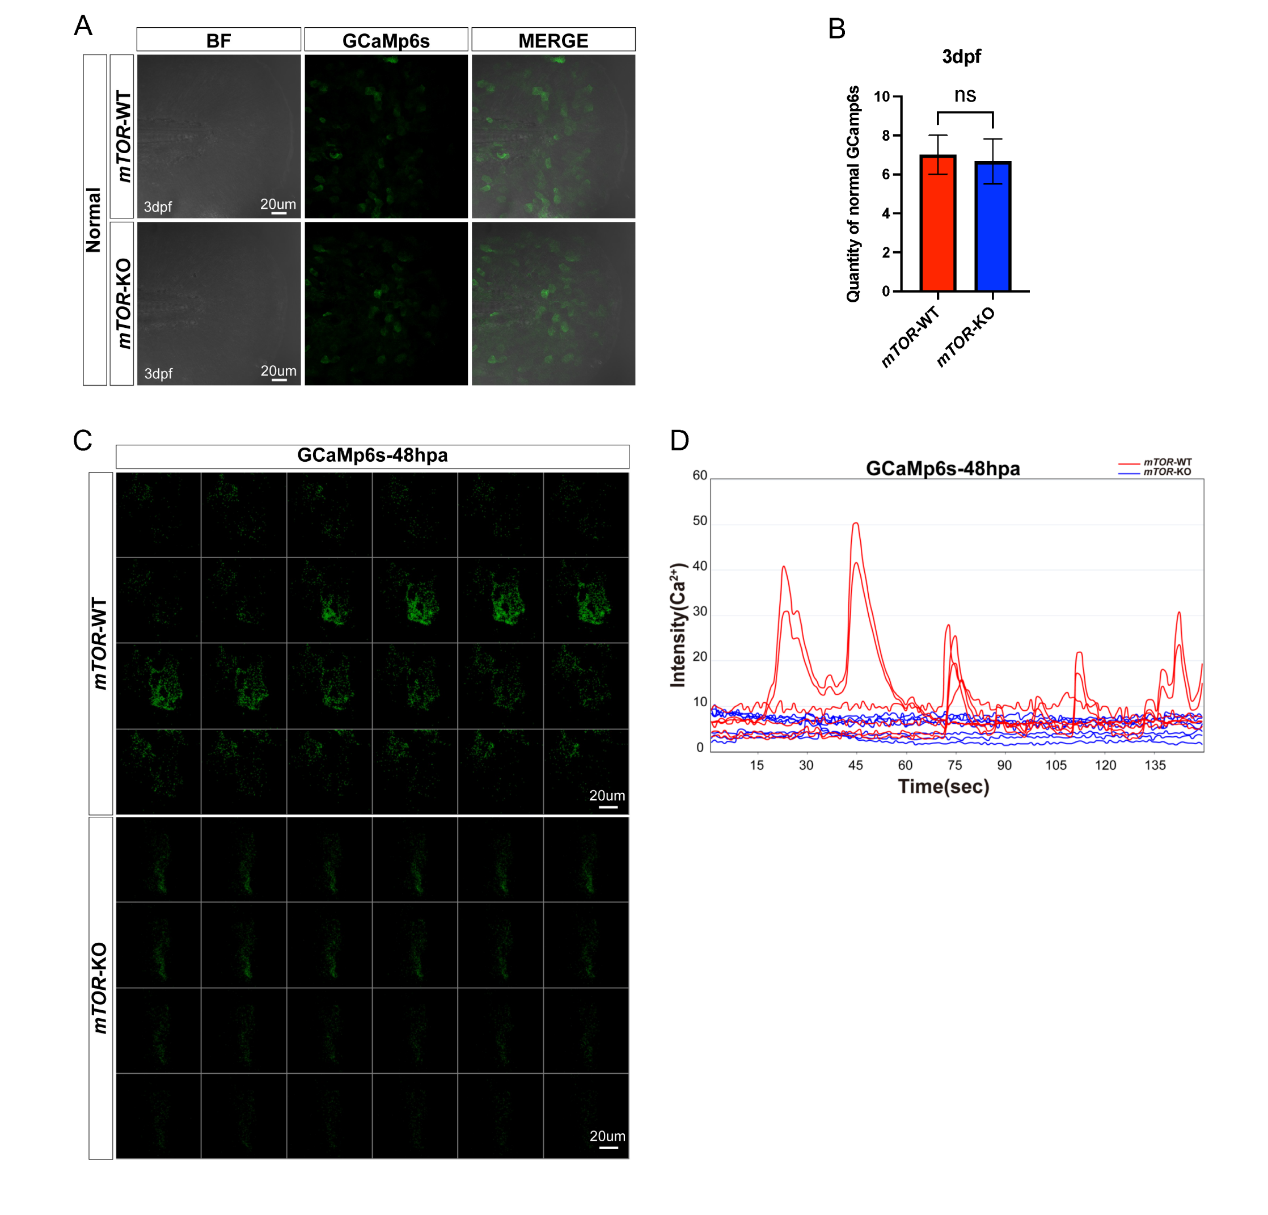
**

**Supplementary Fig. 4 *mTOR* knockout inactivated Ca^2+^ signaling after fin amputation. (A-B)** Comparison of Ca2 + signaling between *mTOR*-WT and *mTOR*-KO larval zebrafish tail fin at 3 dpf. **(C-D)** Real-time in vivo images of Ca^2+^ signaling between *mTOR*-WT and *mTOR*-KO larval zebrafish fin at 48 hpa. ^ns^ P > 0.05.

# Supplementary material for: mTOR mutation disrupts larval zebrafish tail fin regeneration via regulating proliferation of blastema cells and mitochondrial functions
**Source:** J Orthop Surg Res. 2024 May 29;19:321. doi: 10.1186/s13018-024-04802-z
**Supplement:** Supplementary file 5 — Supplementary Material 5

**Supplementary Table 1.** Primer sequences used in ISH

| **Gene** | **Species** | **Promoter** | **Sequence (5’ - 3’)** | |
| --- | --- | --- | --- | --- |
| *msx3* | Zebrafish | T7 | Forward | GCAAAAGCGCGGACAAAGAG |
|  |  |  | Reverse | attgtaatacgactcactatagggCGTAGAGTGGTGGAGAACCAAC |
| *junba* | Zebrafish | T7 | Forward | GACTCGTTTCTTTCTGCTTATGG |
|  |  |  | Reverse | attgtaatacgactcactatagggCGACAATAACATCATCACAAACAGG |
| *junbb* | Zebrafish | T7 | Forward | GACTCGTTTCTGTTGGGTTACGG |
|  |  |  | Reverse | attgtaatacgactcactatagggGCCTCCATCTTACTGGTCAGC |
| *mvp* | Zebrafish | T7 | Forward | GGCCCTCTCACCTACATACG |
|  |  |  | Reverse | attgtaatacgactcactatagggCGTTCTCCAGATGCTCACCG |
| *ilf2* | Zebrafish | T7 | Forward | GGCCTTTCCTCGAGTGAAGC |
|  |  |  | Reverse | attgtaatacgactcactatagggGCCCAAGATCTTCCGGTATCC |
| *fn1b* | Zebrafish | T7 | Forward | GGTATATGGTGGTAACTCTGGTGG |
|  |  |  | Reverse | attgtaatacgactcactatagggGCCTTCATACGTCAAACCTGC |
| *cdk1* | Zebrafish | T7 | Forward | CTGGCAGATTTCGGCTTAGCC |
|  |  |  | Reverse | CTTATAGTCTGGCAGAGACTCAACATCTG |
| *dnm1l* | Zebrafish | T7 | Forward | GCGGGAAGAGTTCAGTTTTGG |
|  |  |  | Reverse | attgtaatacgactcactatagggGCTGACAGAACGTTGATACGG |
| *primpol* | Zebrafish | T7 | Forward | CGTATGTGAGAAGCTAGAGGAGG |
|  |  |  | Reverse | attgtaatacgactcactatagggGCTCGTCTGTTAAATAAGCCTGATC |
| *mgme1* | Zebrafish | T7 | Forward | GCAGGTAACGTTATTGAGGCAG |
|  |  |  | Reverse | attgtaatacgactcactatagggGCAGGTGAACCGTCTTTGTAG |

# Supplementary material for: mTOR mutation disrupts larval zebrafish tail fin regeneration via regulating proliferation of blastema cells and mitochondrial functions
**Source:** J Orthop Surg Res. 2024 May 29;19:321. doi: 10.1186/s13018-024-04802-z
**Supplement:** Supplementary file 6 — Supplementary Material 6

**Supplementary Table 2.** Primer sequences used in RT-qPCR

| **Gene** | **Species** | **Sequence (5’ - 3’)** | |
| --- | --- | --- | --- |
| *ccna2* | Zebrafish | Forward | GCGTGCTCCAAGAAAGCACCTTTA |
|  |  | Reverse | TTTCCCGCAAATGCGTGTG |
| *ccnb1* | Zebrafish | Forward | TGTGATGCAGCATATTGCCAAA |
|  |  | Reverse | GGCAGTGAAGAAATCCGTAAAATAAA |
| *ccnd1* | Zebrafish | Forward | CTGGACAGGTTTTTATCTGTGGAGCC |
|  |  | Reverse | GCTTGGAGCTCTGATGTATAGGCAGT |
| *cdk1* | Zebrafish | Forward | CTGGCAGATTTCGGCTTAGCC |
|  |  | Reverse | CTTATAGTCTGGCAGAGACTCAACATCTG |
| *cox6b1* | Zebrafish | Forward | CAAAGGTGTGGATACAGCC |
|  |  | Reverse | CATTTCTCGATCCAGGACAG |
| *dnm1l* | Zebrafish | Forward | TCACCAATGAGATGGTTCAC |
|  |  | Reverse | AAGCATCAGCAAAGTCTGG |
| *primpol* | Zebrafish | Forward | ATGGCATTATTACAGCACTCAC |
|  |  | Reverse | TAGAGTTTGCAGACAGCCC |
| *mgme1* | Zebrafish | Forward | GCTACCAGGTAGATAATGGCT |
|  |  | Reverse | GCTTGGAGTTCAGAAAGTGAG |

How the deposited data were processed for this re-analysis (not part of the article)

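Gene expression was measured by SMART-seq in regenerated larval tail fins at 24 hpa, in 3 libraries of control larvae and 3 libraries of larvae treated with 1 µM rapamycin, each from 50 pooled fins. The authors extracted total RNA, made cDNA with SMARTScribe reverse transcriptase and sequenced amplified libraries in paired ends. The table used here holds whole-number counts for 32057 Ensembl zebrafish gene IDs, 1 column per library, with no normalization. The aligner, the counting tool and the annotation release are not given in the sources used here. The processing notes name the build mm10. Gene symbols were taken from a table of gene names, which gives a symbol for 28988 IDs and writes 12464 of them in capitals. A name in capitals that stands for a single ID and is listed for zebrafish in RefSeq is printed in lower case, and other names are printed as the table gives them. Gene positions and spans come from the RefSeq annotation of GRCz12tu and were matched by symbol.

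Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes were kept by edgeR's filterByExpr, which left 19778, and scaled by TMM. The rapamycin group was compared with the control group by edgeR's quasi-likelihood test with robust dispersion, with no covariate, and p-values were adjusted by Benjamini and Hochberg. A gene is called changed at an adjusted p under 0.05. A second count adds the paper's threshold of an absolute log2 fold change of at least 1. CPM values are scaled by TMM, and the standard error of a log2 fold change was derived from the fold change and its F statistic. All adjusted p-values of single genes are from edgeR unless another tool is named.

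The tests, the alternatives and 59 gene lists of mitochondrial parts, metabolism, the cell cycle, immunity, cell types, protein synthesis and signalling were fixed before the data were examined, when the directions shown in Fig. 4 had been read. Lists were tested with limma's camera, two-sided, with a preset inter-gene correlation of 0.01, and adjusted over the 59 lists. Over-representation among genes past both thresholds was tested by a one-sided Fisher's exact test against the 18787 tested genes with a symbol. The genes named in the text are those the paper names, the 10 highest and 10 lowest log2 fold changes among called genes with a symbol other than a clone name, a mean log2 CPM of at least 3 and no overlap between the groups, and up to 4 genes with the smallest adjusted p in each list described.

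The totals per library were 53963168, 53345118 and 49055607 counts for control replicates 1 to 3, and 52845527, 54162044 and 53893842 for rapamycin replicates 4 to 6. Floors and intervals from counts cover counting error only, since reads without molecular identifiers are not independent molecules. A floor of 3 counts over a group stands for 0.0192 CPM in the control and 0.0186 CPM in the rapamycin group. The edgeR test was tested on simulated data of the same size. It recovered 30% of genes simulated with a log2 fold change of 1 and 82% of those with a log2 fold change of 2. Of its calls, 4.27% were on genes simulated without a change. The simulated genes were drawn independently of each other, with no trend with gene span and no control library set apart. These shares may therefore not hold for the real libraries.

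The alternatives were DESeq2 size factors in edgeR, upper quartile scaling, library size only, the DESeq2 Wald test, limma-voom, no filter, at least 10 counts in every library, unadjusted p-values, edgeR's glmTreat, an estimated inter-gene correlation, fgsea, fry and leaving out each library in turn. After seeing the data, 2 alternatives were added. The trend of each library with gene span was removed by a loess fit of its deviations on the log of the span, which was known for 70.4% of the tested genes, and the inner membrane list was joined with the respiratory chain and the ATP synthase. No sequencing batch or date is given for the libraries, and the *mTOR*-KO larvae of the paper are not analysed here.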

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

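The minimum of 50 counts used below and the test of chromosomal neighbours were chosen after the data had been seen. Outside the genes and groups that the paper discusses, 5 genes had no count in any control library and at least 50 counts in every rapamycin library. In the rapamycin libraries *si:ch211-219a15.4* had a mean of 3.63 CPM and lay at least 188-fold higher than the floor of 3 counts over the control group. ENSDARG00000086495 had a mean of 1.98 CPM (at least 103-fold higher), *znf1131* 1.74 CPM (at least 90.4-fold higher), *si:ch211-145h19.5* 1.52 CPM (at least 79.0-fold higher) and the cytochrome P450 gene *cyp2aa12* 1.49 CPM (at least 77.1-fold higher). Their adjusted p from edgeR was at most 0.00758. By the same minimum, 3 genes had no count in any rapamycin library and at least 50 counts in every control library. In the control libraries ENSDARG00000079145 had a mean of 5.05 CPM, at least 245-fold higher than the floor of the rapamycin group. The others were *si:ch211-209l18.2* (2.04 CPM, at least 111-fold higher) and *si:dkeyp-72h1.1* (1.76 CPM, at least 98.1-fold higher). In all, edgeR called 10 genes with no count in a control library and 29 genes with no count in a rapamycin library.

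A candidate explanation is that of genetic differences between the fish of the groups, since whole pools of 50 fins lacked these transcripts. Neighbouring genes would then be lost together. Among the 17 of the 39 genes that have a position there was 1 neighbouring pair within 5 genes (p = 0.109 by a permutation test with 10000 random sets of genes). This cannot tell such differences from an effect of rapamycin, because only 43.6% of the genes have a position. Reads that the counting tool placed on a paralog were not tested.

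Some groups of genes that the paper does not discuss were higher in the rapamycin libraries. The 31 markers of periderm and superficial epidermis had a median log2 fold change of 0.52 (camera adjusted p = 2.94e-04, and adjusted p = 0.474 with an estimated correlation). Of these, 7 rose, among them the keratin gene *krt17* (1.04) and *grhl3* (1.03), a regulator of epidermal genes, and *krt1-c5* fell by 1.34 on the log2 scale (11 rose and 2 fell when adjusted over the list alone). The 19 neutrophil markers had a median of 0.31 (camera adjusted p = 0.00895, and adjusted p = 0.625 with an estimated correlation), and *il6r* (1.40) and *mmp13a* (1.27) rose (5 rose when adjusted over the list alone). The 34 genes of the circadian clock had a median of 0.32 (camera adjusted p = 0.0241, and adjusted p = 0.644 with an estimated correlation), and *bmal2* rose (1.22, adjusted p = 0.0340 from edgeR; 1 rose when adjusted over the list alone). The 11 targets of the aryl hydrocarbon receptor had a median of 0.29 (camera adjusted p = 0.0416, and adjusted p = 0.474 with an estimated correlation), and *ahrra* (2.41) and *foxq1b* (1.62) rose (2 rose when adjusted over the list alone). For the neutrophil markers the camera adjusted p was 0.0646 without control replicate 1 and 0.156 without control replicate 3. For the clock genes it was 0.423 without control replicate 3 and 0.208 without rapamycin replicate 5, and for the receptor targets 0.128 without control replicate 1 and 0.0832 without rapamycin replicate 5. With fgsea the receptor targets had an adjusted p of 0.167.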

How the results depend on the processing

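The removal of the trend with gene span and the joined inner membrane list were chosen after the data had been seen. None of the 160 named genes called by edgeR and of the 28 lists called by camera changed direction under the alternatives. For the genes this is no test, since all 390 higher and 647 lower called genes had no overlap between the groups. Leaving out a library could hardly turn the direction of such a gene. Of the 160 named genes, 125 to 129 lost the call without control replicate 2 or 1 of the rapamycin replicates. The call was lost by 47 without control replicate 3, by 26 with library size only and by 21 with the trend with gene span removed. DESeq2 called 66 more named genes. Smaller groups leave fewer libraries to estimate the spread, and the cause of the gain without control replicate 1 was not tested. Genes changed by rapamycin were 973 higher and 1534 lower by DESeq2, and 1989 higher and 2633 lower at an unadjusted p. Leaving out 1 library gave 47 to 3128 genes higher and 65 to 3151 lower, with the highest counts without control replicate 1. With an absolute log2 fold change of at least 1, DESeq2 gave 547 higher and 907 lower, unadjusted p-values 773 and 1102, glmTreat 30 and 45, library size only 194 higher, and leaving out 1 library 47 to 1809 higher and 65 to 1093 lower. Of the 28 lists called, 0 passed camera with an estimated correlation and 11 passed fry. Leaving out 1 library took away at most 6 of the calls. With fgsea 1 list lost its call, the aryl hydrocarbon receptor targets (adjusted p = 0.167), and the mitochondrial lists kept theirs. fgsea ranks genes and makes no allowance for genes that move together. The estimated correlation rests on 3 libraries per group, and its smallest adjusted p over all 59 lists was 0.474. With an estimated correlation the adjusted p was 0.625 for complex I, the ATP synthase and the large ribosomal subunit, 0.474 for complex IV, the G2/M, the G1/S and the inflammation genes, and 0.644 for the intermembrane space. With fry it was 0.147 for complex I, 0.0600 for complex IV, 0.127 for the ATP synthase, 0.166 for the large ribosomal subunit and 0.202 for the intermembrane space. For the intermembrane space it was 0.116 with the trend with gene span removed, where the median went from -0.40 to -0.21, and 3.20e-04 to 0.0635 over the runs without 1 library. For the inflammation genes these runs gave 9.03e-05 to 0.0733. The joined inner membrane list had 5.53e-07. Over-representation called 9 lists, 14 with all changed genes and 0 to 10 over the runs without 1 library. In these runs the adjusted p by the exact test was 7.12e-08 to 1 for the G2/M genes, 0.0780 to 1 for the G1/S genes and 3.30e-04 to 1 for the inflammation genes, and 0.0987 for the G1/S genes with unadjusted p-values. These causes were not tested. No paired analysis was possible because the libraries of the groups share no replicate number.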

Differences from the paper's values

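At the paper's thresholds, an absolute log2 fold change of at least 1 and a P under 0.05, which was read as an adjusted p, 811 genes passed here and the paper reports 1352. Of the alternatives set before the data were examined, the DESeq2 Wald test (1454), at least 10 counts in every library (907) and unadjusted p-values (1875) came within 1.5 times the paper's count. DESeq2 size factors (838), upper quartile scaling (838), library size only (652), limma-voom (892), no filter (856), glmTreat (75) and the runs without 1 library (112 to 2902) did not. Of genes that rose, 295 passed here and the paper reports 487. DESeq2 (547), limma-voom (397) and at least 10 counts in every library (333) came within 1.5 times, while DESeq2 size factors (287), upper quartile (272), library size only (194), no filter (322), unadjusted p-values (773), glmTreat (30) and the runs without 1 library (47 to 1809) did not. Of genes that fell, 516 passed here and the paper reports 865. DESeq2 (907), unadjusted p-values (1102) and the run without control replicate 1 (1093) came within 1.5 times. DESeq2 size factors (551), upper quartile (566), library size only (458), limma-voom (495), no filter (534), at least 10 counts in every library (574), glmTreat (45) and the other runs without 1 library (65 to 427) did not.

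The paper finds the intermembrane space and the ATP synthase complex enriched among its genes. Here the exact test gave an adjusted p of 1 and 0.592, and no alternative called either, with the lowest adjusted p for the ATP synthase, 0.0738, among all changed genes. The inner membrane, enriched in Fig. 4F, had a camera adjusted p of 0.361 without the respiratory chain and 5.53e-07 with it, a list chosen after seeing the values, and the joined list had an adjusted p of 0.605 with an estimated correlation. Complexes I, III and IV, the large ribosomal subunit and the intermembrane space were lower by camera here with the preset correlation, and none of them passed with an estimated correlation (adjusted p from 0.474 to 0.644). All of them kept the call with fgsea, which ranks genes and makes no allowance for genes that move together.

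The text names *dnm1l* as a gene to which the SMART-seq data led. Here it had a log2 fold change of -0.03, and no setting called it. In Fig. 4B a line ties *cyp7a1* to the side of lower genes and other lines tie *atp6v1c2*, *ccnb2* and *ccnb3* to the side of higher genes. The log2 fold changes here were 2.30, -2.44, -1.02 and -1.37. Fig. 4E shows *ccnb2* and *ccnb3* as lower in the rapamycin group, the direction found here, as it was for the other genes of Fig. 4E with a single gene ID. Some genes of Fig. 4E were not called by edgeR here and were called in other settings. *cox6b1*, *mgme1*, *ccnb2* and *dhx33* were called by DESeq2 (adjusted p = 0.0139, 0.0364, 0.0272 and 0.0379) and without control replicate 1, and *ppp3ca* by DESeq2 (adjusted p = 0.0402). Of the 2 gene IDs named PRKCD, ENSDARG00000070651 (log2 fold change 1.37, adjusted p = 0.0713 from edgeR) was called by DESeq2, by limma-voom, with at least 10 counts in every library and without control replicate 1.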

Other observations

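The tests of the gene span, of cell shares and of leukocytes reported below were chosen after the results had been seen, and the other splits of the libraries were set before. Markers of several cell types were lower in the rapamycin libraries. Of 16 erythroid genes, 4 globin genes fell, among them *hbae3* (-2.10) and *hbae1.3* (-1.73), with a median log2 fold change of -0.72 for the list (4 fell when adjusted over the list alone; camera adjusted p = 6.37e-06, and adjusted p = 0.474 with an estimated correlation). Of 34 skeletal muscle markers, the actin gene *actc1a* (-3.73), *pvalb4* (-1.16) and *tpma* (-1.19) fell (5 fell when adjusted over the list alone). Of 21 ionocyte markers, the ammonia transporter RHCG (ENSDARG00000007080, -2.31) and the sodium pump gene *atp1a1a.3* (-1.69) fell and the carbonic anhydrase gene *ca2* rose (1.07; 3 fell and 1 rose when adjusted over the list alone). Of 24 neuron and glia markers 3 fell, among them *sncb* (-2.14; 4 fell when adjusted over the list alone), with a camera adjusted p of 0.00648 and adjusted p = 0.625 with an estimated correlation. For the neuron and glia markers, the camera adjusted p was 0.0530 without control replicate 1 and 0.0582 without control replicate 2. The 63 genes of fin mesenchyme and blastema went both ways, with 4 higher, among them *twist1b* (1.15) and INHBA (ENSDARG00000012671, 0.84), and 2 lower, *twist2* (-1.68) and *dcn* (-0.87; 10 rose and 5 fell when adjusted over the list alone; camera adjusted p = 0.391).

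Genes of protein turnover and synthesis differed in part. Of 53 proteasome subunits, 46 had a log2 fold change below 0, with a median of -0.43 (camera adjusted p = 7.46e-05, and adjusted p = 0.644 with an estimated correlation). edgeR called none of them, 18 were lower at an unadjusted p, and DESeq2 called 4 and limma-voom 0. Of 24 V-ATPase subunits, *atp6v1c2* fell (1 fell when adjusted over the list alone; camera adjusted p = 0.0115, and adjusted p = 0.625 with an estimated correlation), and without control replicate 2 the camera adjusted p was 0.0549. The 80 cytosolic ribosomal proteins had a median of 0.05 (camera adjusted p = 0.438) and edgeR called none of them, while 4 were higher and 2 lower at an unadjusted p and DESeq2 called 1 and limma-voom 0. With the trend with gene span removed, camera called these ribosomal proteins higher (adjusted p = 1.99e-04), as it did without control replicate 2 (adjusted p = 0.00424), and over the other alternatives the adjusted p was at least 0.0873. Of 67 ribosome biogenesis genes, *gtpbp4* (1.38), *ddx21* (0.92) and *nop53* (0.79) rose (camera adjusted p = 0.552; 3 rose when adjusted over the list alone). Of 59 components of the mTOR pathway, *rps6kb1a* (0.89) and *irs1* (0.88) rose and *sesn2* (-0.97) fell (camera adjusted p = 0.290; 2 rose and 1 fell when adjusted over the list alone). Of 35 genes of p53 and cell cycle arrest, the cell death genes *bbc3* (1.74) and *pmaip1* (1.00) rose and 2 fell (3 rose and 4 fell when adjusted over the list alone; camera adjusted p = 0.633). The lists of endothelial markers (19 genes, adjusted p = 0.148), matrix proteases (44 genes, adjusted p = 0.147), hypoxia (31 genes, adjusted p = 0.332) and lysosome and autophagy genes (66 genes, adjusted p = 0.638) were not called by camera. In all, camera called 23 of the 59 lists lower and 5 higher, and 31 were not called. The median and the sign of the camera test differed for the collagens (median -0.06, adjusted p = 0.469), the ribosome biogenesis genes (-0.04), the translation factors (-0.01, adjusted p = 0.731), the pan-leukocyte markers (0.02, adjusted p = 0.661) and the aminoacyl-tRNA synthetases (0.10, adjusted p = 0.774).

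Some genes that the paper measured in *mTOR*-KO larvae had these values under rapamycin. In edgeR, *primpol* had a log2 fold change of -0.99 (adjusted p = 0.0558), *ilf2* one of -0.60 (adjusted p = 0.113), *msx3* one of -0.65 (adjusted p = 0.258), *mvp* one of -0.32 (adjusted p = 0.597) and *ccnd1* one of 0.19 (adjusted p = 0.518). The 2 gene IDs named FN1 had 0.91 and -0.18 (adjusted p = 0.192 and 0.789 from edgeR). The 2 named JUNB had 0.16 and -0.03 (adjusted p = 0.812 and 0.979 from edgeR). Which of them is *fn1b*, *junba* or *junbb* cannot be told here. The transcript of *mtor* itself had a log2 fold change of 0.27 (adjusted p = 0.566 from edgeR) and that of *tsc2* one of 0.64 (adjusted p = 0.327 from edgeR). The 21 genes of mitochondrial DNA maintenance had a median of -0.27 (camera adjusted p = 0.156), and edgeR called none of them, while 3 were lower at an unadjusted p and DESeq2 called 3 and limma-voom 1.

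Lists of complexes I, III and IV, the ATP synthase, the mitochondrial ribosome and the intermembrane space were called lower by camera with the preset correlation and not with an estimated one (adjusted p from 0.474 to 0.644). Complex II, the other inner membrane proteins, fission and fusion, and the maintenance of mitochondrial DNA were not called. The median of the transcripts of mitochondrial DNA differed by -0.0261 between the groups (larger SD 0.249), against -0.507 for 7 nuclear lists (larger SD 0.331). The transcripts of mitochondrial DNA thus did not fall with the nuclear lists. They stood at 0.294, 0.0529 and -0.205 in control replicates 1 to 3, and complex I at -0.116, 0.545 and 0.447. Since they did not follow the nuclear lists between the control libraries, this cannot decide on a lower share of cells rich in mitochondria. Removing the trend with gene span took the difference of 5 lists from -0.524 (larger SD 0.347) to -0.351 (larger SD 0.220), so this trend may account for part of it. Spans were matched by symbol and known for 70.4% of the tested genes. What remained after the removal therefore cannot exclude a larger part. An effect of rapamycin on nuclear genes of mitochondria stays open as a hypothesis. So do a lower share of cells rich in mitochondria and a difference between the pools that sets control replicate 1 near the rapamycin libraries. Muscle markers stood at 0.641, 0.243 and -0.0585 in control replicates 1 to 3, and ionocyte markers at 0.879, 0.668 and 0.178. Control replicate 1 was thus highest for both and lowest for complex I, which the share of these cells alone would not give. This rests on 1 library, so it does not decide on the difference between the groups.

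Macrophage markers differed by -0.838 between the groups (larger SD 0.392). Pan-leukocyte markers differed by -0.131 (larger SD 0.244) and neutrophil markers by 0.434 (larger SD 0.420), which argues against fewer leukocytes of every kind. Genes of mesenchyme and blastema differed by 0.0599 (larger SD 0.182), and pigment cell markers by 0.348 (larger SD 0.227), which argues against a larger share of epidermis as the whole cause, since this would lower all other cell types alike. A larger share of epidermis as part of the cause stays open, since periderm markers were higher (0.484, larger SD 0.0897) and erythroid (-0.988), ionocyte (-0.817), neuron (-0.593) and muscle markers (-0.523) were lower. Basal epidermal markers differed by 0.219 (larger SD 0.534), and control replicate 1 (0.513) lay above every rapamycin library. Camera called neither the basal epidermal (adjusted p = 0.229) nor the pigment cell markers (adjusted p = 0.290). Whether the fins held fewer macrophages or macrophages with less of these transcripts was not tested.

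The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 1037 changed genes and 811 genes past both thresholds in edgeR, the highest of the other splits gave 0 and 0, and 1 split of the 10, the real one, gave as many. Every other split mixes control and rapamycin libraries within its groups. A real difference would then widen the spread within them and lower their counts, so these splits are not samples of pure chance. At an unadjusted p the real split gave 4622 genes and the highest other 1789, and DESeq2 gave 2507 and 9. For the lists called by camera, the real split gave 28 and the highest other 31, with control replicate 1 and rapamycin replicates 4 and 5 against the rest, so that 2 of the 10 splits gave at least 28.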
